# RET inhibition overcomes resistance to combined CDK4/6 inhibitor and endocrine therapy in ER+ breast cancer

**DOI:** 10.3389/fonc.2024.1497093

**Published:** 2025-01-27

**Authors:** Charlotte K. Kindt, Sidse Ehmsen, Sofie Traynor, Benedetta Policastro, Nikoline Nissen, Mie K. Jakobsen, Monique F. Hundebøl, Lene E. Johansen, Martin Bak, Elsa Arbajian, Johan Staaf, Henrik J. Ditzel, Carla L. Alves

**Keywords:** estrogen receptor-positive breast cancer, RET, selpercatinib, CDK4/6 inhibitor, drug resistance

## Abstract

**Background:**

Combined CDK4/6 inhibitor (CDK4/6i) and endocrine therapy significantly improve the outcome of patients with advanced estrogen receptor-positive (ER+) breast cancer. However, resistance to this treatment and disease progression remains a major clinical challenge. High expression of the receptor tyrosine kinase REarranged during Transfection (RET) has been associated with resistance to endocrine therapy in breast cancer, but the role of RET in CDK4/6i treatment response/resistance remains unexplored.

**Methods:**

To identify gene expression alterations associated with resistance to combined endocrine therapy and CDK4/6i, we performed RNA sequencing of two ER+ breast cancer cell models resistant to this combined therapy. The functional role of RET was assessed by siRNA-mediated *RET* silencing and targeted inhibition with the FDA/EMA-approved RET-selective inhibitor selpercatinib in resistant breast cancer cells and patient-derived organoids (PDOs). *RET* silencing was evaluated mechanistically using global gene expression and pathway analysis. The clinical relevance of RET expression in ER+ breast cancer was investigated by gene array analysis of primary tumors treated with endocrine therapy and by immunohistochemical scoring of metastatic lesions from patients who received combined CDK4/6i and endocrine therapy.

**Results:**

We show that RET is upregulated in ER+ breast cancer cell lines resistant to combined CDK4/6i and fulvestrant compared to isogenic cells resistant to fulvestrant alone. siRNA-mediated silence of *RET* in high RET-expressing, combined CDK4/6i- and fulvestrant-resistant cells reduced their growth partially by affecting cell cycle regulators of the G2-M phase and E2F targets. Notably, targeting RET with selpercatinib in combination with CDK4/6i inhibited the growth of CDK4/6i-resistant cell lines and resensitized ER+ breast cancer patient-derived organoids resistant to CDK4/6i. Finally, analysis of RET expression in ER+ breast cancer patients treated with endocrine therapy showed that high RET expression correlated with poor clinical outcomes. We further observed a shorter median survival to combined CDK4/6i and endocrine therapy in patients with RET-positive compared to RET-negative tumors, but this difference did not reach statistical significance.

**Conclusions:**

Our findings show that RET is overexpressed in ER+ metastatic breast cancer resistant to combined CDK4/6i and endocrine therapy, rendering RET inhibition a promising therapeutic approach for patients who experience disease progression on combined CDK4/6i and endocrine therapy.

## Introduction

Estrogen receptor-positive (ER+) breast cancer comprises approximately 70% of all breast cancers and is dependent on the ER pathway for proliferation and survival. Therefore, inhibition of the ER pathway is an effective treatment strategy in this patient population (1). However, resistance to endocrine treatment remains a major clinical challenge (2). Several studies have shown that endocrine resistance mechanisms depend on alterations of cell cycle regulators, which led to the development of cyclin-dependent kinases 4 and 6 inhibitors (CDK4/6i) for ER+ advanced breast cancer (3–6).

CDK4/6 are critical regulators of the G1-S phase progression in the cell cycle by interacting with cyclin D and subsequently hyperphosphorylating the retinoblastoma (Rb) protein (7). This leads to its inactivation and release of transcription factors that allow progression to the cell cycle S-phase. CDK4/6i, including ribociclib, palbociclib, and abemaciclib, inhibit the CDK4/6 kinases and thus arrest the cells in the G1 phase. Clinical studies have shown that adding CDK4/6i to endocrine therapy improved progression-free survival (PFS) and overall survival (OS) compared to endocrine therapy alone in patients with ER+ advanced breast cancer. This resulted in the approval of combined CDK4/6i and an aromatase inhibitor (AI) for ER+ advanced breast cancer as first-line treatment (1, 8, 9) and as second-line therapy in combination with the selective estrogen-receptor degrader (SERD) fulvestrant following initial AI monotherapy (10–12). More recently, the CDK4/6i abemaciclib was also approved for high-risk patients with early-stage ER+ breast cancer in combination with tamoxifen or an AI (13). Despite favorable outcomes, the development of resistance to combined CDK4/6i and endocrine therapy is expected in the metastatic setting, and 70% of these patients will experience progressive disease within 40 months (14, 15). Understanding resistance mechanisms to combined CDK4/6i and endocrine therapy and identifying optimal treatment strategies following progression on combined CDK4/6i and endocrine therapy are currently areas of intense research.

In breast cancer, increased levels of the receptor tyrosine kinase REarranged during Transfection (RET) proto-oncogene have been observed in tumors compared to surrounding healthy tissue, and high RET expression has been associated with tamoxifen and AI resistance in ER+ breast cancers (16–18). RET comprises an extracellular domain, a cysteine-rich region, a single-pass transmembrane domain, and a cytoplasmic region with a split tyrosine kinase domain. The binding of RET to its ligands requires the glial cell-derived neurotrophic factor (GDNF) receptor α family (GFRα 1-4) coreceptors. GFRα forms homodimers recruited by specific GDNF family of ligands (GFLs) into a complex that activates RET homodimers, leading to autophosphorylation of the tyrosine kinase domain (19). RET activation initiates the activation of the MAPK/ERK, JAK/STAT, and PI3K/AKT pathways, leading to proliferation, survival, and migration (20, 21).

Furthermore, RET expression correlates with ER expression in breast cancer cell lines and tumor specimens (22). Multiple studies have shown that ER induces the expression of RET, which leads to the activation of downstream growth signaling pathways. Conversely, RET has been shown to enhance estrogen-mediated proliferation (22, 23). Overexpression of RET alone has been shown to increase growth of ER+ breast cancers in mice (24). Importantly, targeting RET with the multikinase inhibitor vandetanib potentiated the effect of tamoxifen, demonstrating a greater reduction in tumor growth compared to single-agent therapy (25). Furthermore, the RET inhibitor NVP-AST487, in combination with the AI letrozole, was also shown to be effective in inhibiting breast cancer cell line motility and growth (26). Notably, RET activation promotes AI and tamoxifen resistance through estrogen-independent activation of ER transcriptional activity via the MAPK/ERK and PI3K/AKT pathways, where mTOR might play a key role (16, 17).

In papillary thyroid carcinoma (PTC) and non-small cell lung cancer (NSCLC), RET fusion proteins that are constitutively active and promote tumor growth have been identified in 13-43% and 2% of patients, respectively (27–29). In addition, up to 70% of medullary thyroid cancers (MTC) show activating *RET* mutations, but *RET* fusions and mutations are rare in breast cancer (30–32). The European Medicines Agency (EMA) and the Food and Drug Agency (FDA) have recently approved the RET-selective inhibitor (RETi) selpercatinib in *RET* fusion-positive advanced NSCLC and PTC and *RET*-mutant MTC (33, 34). More recently, the FDA granted accelerated approval to selpercatinib as a tissue-agnostic treatment of locally advanced or metastatic solid tumors with *RET* gene fusions after prior systemic treatment, or without alternative treatment options (35). Selpercatinib is effective towards RET-wildtype, -mutant, and -fusion proteins (36). Although RET has been associated with ER+ breast cancer tumorigenesis and endocrine treatment response (22, 23, 25), the role of RET in resistance mechanisms to combined fulvestrant and CDK4/6i has not been evaluated.

This study shows that RET overexpression is associated with resistance to combined CDK4/6i and fulvestrant treatment in ER+ breast cancer cell lines. Inhibition of RET by siRNA-mediated knockdown or treatment with the tyrosine kinase inhibitor selpercatinib impaired the growth of CDK4/6i- and fulvestrant-resistant cell lines and patient-derived organoids by inhibiting, at least in part, early stages of mitotic cell division. Finally, we show that clinical ER+ breast cancer samples expressing high mRNA levels of *RET* correlated with poor clinical outcomes following endocrine therapy.

## Methods

### Cell lines and anti-tumor agents

The original MCF7 (RRID: CVCL_0031), T47D (RRID: CVCL_0553), and ZR-75-1 (RRID: CVCL_0588) cells were received from the Breast Cancer Task Force Cell Culture Bank, Mason Research Institute. The MCF-7-derived cell lines MF-R and MPF-R were developed by extended treatment with fulvestrant (100 nM) alone or combined with CDK4/6i (palbociclib, 150-200 nM), respectively. Cells grew in Dulbecco’s Modified Eagle Medium phenol red-free (DMEM/F12; Gibco) with 1% glutamine (Gibco), 1% heat-inactivated fetal bovine serum (FBS; Sigma-Aldrich), and 6 ng/mL insulin (Sigma-Aldrich) supplemented with 100 nM of fulvestrant and 200 nM CDK4/6i. MCF-7 cells grown in parallel with MPF-R cells without treatment in the media were designated M-S and remained sensitive to drug treatment. T47D cells were maintained in the Roswell Park Memorial Institute (RPMI) 1640 medium (Gibco) without phenol red, supplemented with 1% glutamine, 5% heat-inactivated FBS, and 8 µg/mL insulin. The T47D-derived fulvestrant- and combined CDK4/6i- and fulvestrant-resistant cell lines, TF-R and TPF-R, respectively, were established by long-term treatment with 100 nM fulvestrant alone or combined with 150-200 nM of CDK4/6i. T47D-sensitive cells grown in parallel with TPF-R were designated T-S and were maintained in the same medium as TPF-R cells without treatment. ZR-75-1 cells resistant to combined fulvestrant and palbociclib (ZPF-R) were established from fulvestrant-resistant cells (37) by long-term treatment (2 months) with 100 nM fulvestrant and increasing concentrations of palbociclib (weekly 2-fold increase, from 10 nM to 160 nM). Cells were cultured at 37°C in 5% CO_2_ and tested regularly for mycoplasma with a MycoAlert detection kit (Lonza), and all experiments were performed with mycoplasma-free cells. Cells underwent authentication by short tandem repeat (STR) analysis in the past three years. Fulvestrant (ICI 182,780, Tocris) was dissolved in 96% ethanol, CDK4/6i palbociclib isothiocyanate (HY-A0065, MedChemExpress) was dissolved in water, RET inhibitor selpercatinib (also known as LOXO-292, HY-114370, MedChemExpress) was dissolved in DMSO (Sigma-Aldrich). The concentrations of CDK4/6i and RET inhibitor used for *in vitro* experiments were determined based on the IC50 for each cell line model.

### Patient-derived organoid studies

Organoids were established from ER+ primary tumors as previously described [15]. Briefly, tumors were mechanically dissociated in a gentleMACS dissociator (Miltenyi Biotec) and enzymatically digested with 1 mg/mL collagenase (Thermofisher) for 1 hour at 37°C. After dissociation, cells were embedded in cultrex (Bio-techne) and plated in 15 µL domes in six-well cell culture plates. Plates were incubated for 30 minutes at 37°C for solidification of the matrix and then, organoid medium consisting of advanced DMEM/F12 (ThermoFisher) supplemented with 10 mM HEPES (Gibco), 1× Glutamax (Gibco), 1% penicillin/streptomycin (ThermoFisher), 2% Rspo3-Fc fusion protein conditioned medium (Ipatherapeutics), 1% Noggin-Fc Fusion Protein Conditioned Medium (Ipatherapeutics), 1x B27 Supplement (ThermoFisher), 5 mM Nicotinamide (Sigma Aldrich), 1.25 mM N-acetyl-ʟ-cysteine (Sigma Aldrich), 100 µg/mL Primocin (Invivogen), 5nM Heregulin β1 (PeproTech), 5 ng/mL FGF-7 (PeproTech), 10 ng/mL heat-stable FGF-10 (ThermoFisher), 0.5 µM A83-01 (Tocris Bioscience), 10 ng/mL EGF (PeproTech), 0.5 µM SB202190 (Sigma Aldrich) and 5µM Y-27632 dihydrochloride (AbMole Bioscience) was added. Media were renewed every 3 to 4 days. Organoids were dissociated using TrypleExpress (ThermoFisher) for 15 minutes. Before the described experiments, established organoids were tested for mycoplasma (MycoAlert, Lonza).

For drug testing, organoids were plated in 96-well plates at a concentration of 200 organoids/µL in cultrex (50 µL/well), followed by treatment with serially diluted CDK4/6i palbociclib, RETi selpercatinib or both, at different concentrations for 7 days. Cell viability was evaluated with RealTime-Glo™ MT cell viability assay (Promega) according to the manufacturer’s instructions. A Paradigm microplate reader (Beckman Coulter) and SoftMax pro 7.0.2 software were used to measure luminescence. Dose-effect curves were generated using GraphPad Prism software (version 9.0). Data was inputted into SynergyFinder (38) to calculate the Bliss synergy score.

### Western blotting

Whole-cell extracts were obtained using RIPA buffer (50 mM Tris HCl (pH 8), 150 mM NaCl (pH 8), 1% IgePAL 630, 0.5% sodium deoxycholate, 0.1% SDS) with protease and phosphatase inhibitors (Thermo Scientific). Pierce BCA Protein Assay kit (Thermo Scientific) was used to determine protein concentration at 562 nm in the Paradigm microplate reader (Beckman Coulter). Protein (10-45 µg) was loaded on a 4-20% SDS-PAGE gel (Bio-Rad) under reducing conditions and electroblotted onto a PVDF transfer membrane (Bio-Rad). Tris-buffered Saline (TBS) with 0.1% Tween-20 (Sigma-Aldrich) and 5% non-fat dry milk powder (Sigma-Aldrich) was used to block membranes for one hour at room temperature. The following antibodies were used: Anti-RET (3223S, 1:250-1:1000), anti-phospho-Rb Ser780 (3590, 1:1000), anti-Rb (9309, 1:1000), anti-cyclin D1 (2978, 1:1000), anti-phospho-CDK2 Thr160 (2561, 1:500), anti-cyclin E2 (4132, 1:1000), anti-CDK2 (2546, 1:2000), anti-cyclin D3 (3223, 1:2000) and anti-cyclin A (4656, 1:2000) from Cell Signaling Technologies; anti-cyclin A2 (ab38, 1:500) and anti-CDK6 (ab12482, 1:5000) from Abcam; anti-cyclin E1 (sc-247, 1:100), anti-CDK4 (sc-23896), and anti-GAPDH (sc-32233, 1:20000) from Santa Cruz Biotechnology. Horseradish peroxidase (HRP)-conjugated goat anti-mouse (P0447, Dako, 1:5000) and HRP-conjugated goat anti-rabbit (P0448, Dako, 1:5000) antibodies were incubated in blocking buffer for one hour at room temperature. Membranes were developed with SuperSignal™ West Pico PLUS chemiluminescent Substrate (Thermo Scientific) and visualized on a ChemiDoc MP imaging system (Bio-Rad).

### RET-specific siRNA-mediated knockdown

*RET* gene knockdown was performed using two different RET-specific siRNAs (RET_15, SI04950554 and RET_17, SI05089756), both from Qiagen and a nontargeting scrambled (control) siRNA used as the universal negative control (SIC001, Sigma-Aldrich). Chemical transfection was performed in M-S, MPF-R, T-S, and TPF-R cell lines with Lipofectamine 3000 transfection reagent (15282465, ThermoFisher Scientific) in Opti-MEM medium (Gibco) according to the manufacturer’s instructions. Efficiency was evaluated at the mRNA level 48 hours after transfection by quantitative real-time PCR (RT-qPCR) and at the protein level 96 hours after transfection with Western blotting. The effect of siRNA-mediated knockdown of RET on cell growth was evaluated with crystal violet assay at 24, 48, 96, and 144 hours after transfection.

### RNA extraction, cDNA synthesis, quantitative real-time PCR

TRI reagent^®^ (Sigma Aldrich) was used for total RNA extraction, and cDNA synthesis was performed with random deoxynucleic acid hexamers and reverse transcriptase (Fermentas). RT-qPCR with SYBR Green PCR Mastermix (Applied Biosystems) was performed according to the manufacturer’s instructions. The following primers (Qiagen) were used: *RET* (QT00047985, transcript ID: ENST00000355710, amplicon length 120), CDK6 (QT00019985, transcript ID: ENST00000265734, amplicon length 82), CDK4 (QT00016107, transcript ID: ENST00000257904, amplicon length 60) and cyclin D1 (QT00495285, transcript ID: ENST00000227507, amplicon length 96), and *PUM1* (QT00029421, transcript ID: ENST00000257075, amplicon length 73) was used as a reference gene. The RT-qPCR reactions were performed using a StepOnePlus system (Applied Biosystems), and data were analyzed with StepOne Software. Reactions were conducted in triplicates, and data were analyzed with the delta-delta CT method (39).

### Global gene expression analysis

Gene expression analysis was performed on RNA purified from three biological replicates of the combined CDK4/6i- and fulvestrant-resistant cell lines MPF-R and TPF-R treated with control or *RET* siRNAs using Human Transcriptome Arrays 2.0 (HTA). Cells were grown to reach 70-80% confluency, and RNA was purified using TRI reagent® according to the manufacturer’s instructions. Transcriptome Analysis Console (TAC) software (ThermoFisher) was used for data analysis. Genes from the dataset that exhibited a two-fold or greater alteration in expression with a false discovery rate (FDR) < 0.05 cut-off and *p* < 0.05 with one-way ANOVA were considered significantly regulated. Gene Set Enrichment Analysis (GSEA 4.3.2) was performed to identify the gene sets enriched in the resistant cells. Microarray gene expression data from the tumor biopsies in the NeoPalAna trial (40) was used to investigate *RET* expression (GSE93204). Normalized *RET* expression data from baseline samples from CDK4/6i-sensitive or -resistant patients were used for the analysis.

### RNA sequencing

Exon-spanning primers were designed to perform RNA sequencing (primer sequences are available upon request). RNA from three independent experiments were prepared for sequencing on the Illumina NovaSeq 6000 platform using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs) and the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) with unique dual indexes according to the manufacturer’s instructions. FASTQC (Babraham Bioinformatics) was used to assess the quality of raw sequencing reads, and adaptor sequences were removed using the FASTX toolkit. Trimmed Reads were aligned to the human genome (hg38) using the Spliced Transcripts Alignment to a Reference (STAR) software with default parameters (41). Tags in exons were counted using iRNA-seq (42), and differential expression (FDR-adjusted *p <* 0.05) between three independent replicates of sensitive cell line and double-resistant cell line samples was determined using DESeq2 (43). Genes with FDR ≤ 0.05 and a log2 fold change > 1.0 in either direction were defined as statistically significant. GSEA and gene ontology (GO) enrichment analysis with ShinyGO (v0.80) were used to identify the gene sets enriched in cells resistant to combined CDK4/6i and fulvestrant versus fulvestrant alone. To identify candidate fusion transcripts from the sequence data, fusion calling was performed on the fastq files using FusionCatcher version 1.33 (44), STAR-fusion version 1.11.0 (45), and Arriba version 2.3.0 (46), with default settings. The GRCh38/hg38 build was used as the human reference genome.

### Cell growth assay

Cells were seeded at 20,000-50,000 cells/well in 96-well plates, and drugs or vehicles were added after 24 hours. Cell growth was evaluated using a crystal violet-based colorimetric assay wherein cells were incubated with a crystal violet solution for 5 minutes, followed by three washes in ddH2O and overnight drying. Cellular crystal violet was extracted by incubation with a 0.1 M citrate buffer (29.41 g sodium citrate dissolved in 50% water and 50% ethanol, pH=6) for 30 minutes on a shaker at room temperature. Reading measurements were performed in a Paradigm microplate reader at 570 nm and data were analyzed with SoftMax pro 7.0.2 software.

### KM plotter

The web tool Kaplan-Meier (KM) plotter (47) was used to generate survival curves for ER+ breast cancer patients based on mRNA expression (gene chip) of *RET*. All datasets available in the KM plotter were included in the analysis. The inclusion criteria were ER status positive by IHC, HER2 status negative by array, and previous treatment with endocrine therapy. These criteria were independent of pathological characteristics such as grade, lymph node status, and previous chemotherapy. The JetSet optimal probe was selected for *RET* (probe ID 211,421). The ‘auto select best cutoff’ option was used to evaluate all possible cutoff values between the lower and upper quartiles, and the best performing threshold was selected as a cutoff (**Supplementary Table S1**, selected cutoff highlighted). The endpoints were relapse-free survival (RFS) and overall survival (OS).

### Clinical samples and endpoints

Formalin-fixed, paraffin-embedded (FFPE) ER+ metastatic tumor lesions from patients treated with combined CDK4/6i and endocrine therapy were obtained from Odense University Hospital (OUH) (N = 115). Inclusion criteria were patients with ER+ advanced breast cancer treated with combined CDK4/6i and endocrine therapy in the metastatic setting who had undergone surgery or biopsy at OUH. Tumor sections with ER expression ≥ 1% were considered ER+. Exclusion criteria were insufficient tumor material and no metastatic biopsy before starting treatment with combined CDK4/6i (palbociclib or ribociclib) and endocrine therapy (letrozole or fulvestrant). These criteria yielded N = 83 patients. Progression-free survival (PFS) was described as the time from starting treatment with combined CDK4/6i and endocrine therapy until disease progression or death.

### Immunohistochemistry

FFPE blocks of patient metastatic lesions were sectioned at 4 µm with a microtome and mounted on ChemMateTM Capillary GAP slides (Dako). Sections were dried at 60°C, deparaffinized, hydrated, and endogenous activity was blocked. Unmasking of epitopes was achieved by boiling sections in a T-EG solution. The following primary antibody was used: anti-RET antibody (ab134100, 1:50). Primary antibody binding for anti-RET was detected with Optiview-DAB (8–8), EnV, FLEX/HRB+ Rabbit LINK 15-30. An experienced breast pathologist evaluated the clinical samples in a blinded setup. RET protein was primarily expressed in the cytoplasm. The staining intensity was recorded on a semi-quantitative scale of 0-3, with 0 meaning absolutely no reaction and 3 as the most intense staining. The cut-off value for positive versus negative was set as intensity ≥ 1 versus intensity = 0 and determined based on the survival significance.

### Statistical analysis

GraphPad Prism v.9.4.0 software was used for statistical analyses. One-way analysis of variance (ANOVA) and two-tailed t-test were performed to determine statistical significance among data for the *in vitro* studies (as indicated in the figure legends). Kaplan-Meier estimates generated survival curves for the clinical data, and the log-rank test was used to test the correlation between the expression levels of RET and the PFS. *p-*values were defined as follows: *p<0.05, **p<0.01, *** p<0.001, and **** p<0.0001.

## Results

### RET is upregulated in ER+ breast cancer cells resistant to combined CDK4/6i and fulvestrant

To investigate the resistance mechanisms to combined CDK4/6i and fulvestrant, we utilized two ER+ breast cancer cell line models resistant to combined CDK4/6i and fulvestrant derived from MCF7 and T47D cells (MPF-R and TPF-R, respectively), which have been previously described (37, 48). To identify the resistance mechanism associated specifically with combined CDK4/6i and fulvestrant rather than fulvestrant alone, we evaluated gene expression alterations in MPF-R and TPF-R cells compared to the respective cell lines resistant to fulvestrant alone (MF-R and TF-R). 

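RNA from 6 cell lines was sequenced in 18 libraries, 3 per cell line. MCF-7 and T47D are established ER+ breast cancer cell lines. Fulvestrant is an ER antagonist that leads to degradation of the receptor, and palbociclib is an inhibitor of CDK4 and CDK6. MF-R and TF-R cells were resistant to fulvestrant at 100 nM, MPF-R and TPF-R cells to fulvestrant at 100 nM with palbociclib at 150 to 200 nM, and M-S and T-S cells were sensitive to treatment. According to the paper, the RNA of each cell line came from 3 independent experiments. Its methods describe medium with the drugs for the MCF-7-derived resistant cells and without treatment for M-S and T-S cells. Whether the drugs were present at RNA harvest is not stated. Resistance and ongoing exposure to the drugs therefore cannot be told apart in these comparisons. The methods also describe a different medium, serum share and insulin level for the MCF-7 and the T47D models. Cell line and medium therefore cannot be told apart where the 2 models are compared. Each resistant state was 1 derived cell line per model, so the 3 libraries do not cover separate derivations. The authors selected poly(A) RNA, aligned the reads to hg38 with STAR, counted those in the exons of each RefSeq gene with iRNA-seq and compared the cell lines with DESeq2. The deposited values used here are TPM (transcripts scaled for exon length and library total) for 15797 genes, and the strand of the reads is not stated. Multiplied by the deposited exon length, each library's values are whole multiples of 1 step, so the reads per gene could be recovered. The libraries held 20064665 to 32202698 reads in genes in M-S, 25740742 to 31066988 in MF-R and 15860763 to 21700880 in MPF-R cells. In the T47D-derived cells they held 17020180 to 28590102 in T-S, 27152610 to 28591419 in TF-R and 30189905 to 41557366 in TPF-R cells. Differences between cell lines were tested with limma on log2(TPM + 1) for genes with at least 1 TPM in at least 3 libraries, in 1 fit of the 9 libraries of each model. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. This scale makes fold changes of genes at low TPM smaller than the ratio of their mean TPM. Across genes, which are not independent replicates, the deviation of TPF-R replicate 1 from the mean of its cell line rose with GC content (Spearman's rho 0.78) and that of TPF-R replicate 3 fell with it (rho -0.77). The SD of these deviations was 0.233 and 0.202 on the log2 scale in these 2 libraries and 0.071 to 0.143 in the other 16. Other libraries also had a trend with GC content, such as T-S replicate 2 (rho -0.72) and MPF-R replicates 1 and 3 (rho 0.51 and -0.52). The log2 fold changes of all genes with known GC content correlated with it in MPF-R vs. MF-R (rho -0.3) and in TPF-R vs. TF-R cells (rho 0.22).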

We focused on this comparison instead of comparison with drug-sensitive cells (M-S and T-S) since we aimed to identify gene alterations uniquely associated with resistance to the combination therapy and distinct from those caused by endocrine therapy alone. Using RNA-sequencing, we identified a total of 1103 genes (523 upregulated and 580 downregulated) that exhibited significantly altered expression in MPF-R versus MF-R, and 1041 genes (600 upregulated and 441 downregulated) that exhibited significantly altered expression in TPF-R versus TF-R cells (fold-change ≥ 2, FDR < 0.05, Wald significance test *p <* 0.05). 

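In MPF-R compared with MF-R cells, 203 genes were higher and 266 were lower, and in TPF-R compared with TF-R cells, 271 were higher and 129 were lower. At an adjusted p under 0.05 without the fold threshold, 3492 were higher and 3152 lower of 12567 tested in MPF-R vs. MF-R cells. In TPF-R vs. TF-R cells 1525 were higher and 2602 lower of 13026 at that level. GPNMB, which encodes a transmembrane glycoprotein, rose 47.4-fold in the MCF-7 model, from 1.58 ± 0.353 to 74.8 ± 34.3 TPM (SD, n = 3 for each value here), a log2 fold change of 4.76 (standard error 0.286, adjusted p = 5.1e-08 from limma). ADCY5, an adenylyl cyclase that makes cAMP, rose from 4.77 ± 0.393 to 60.9 ± 1.06 TPM (adjusted p = 9.3e-11, limma). SESN3, a stress-inducible sestrin, rose 25.6-fold to 13.8 ± 1.69 TPM, and KRT14, a keratin of basal epithelial cells, rose 10.1-fold to 8.88 ± 0.707 TPM. SH3BGRL went from 125 ± 11 to 834.5 ± 85.4 TPM, and SLIT1, a secreted guidance ligand of ROBO receptors, from 12.4 ± 0.568 to 72 ± 7.98 TPM. HMGN5, SYNPO2 and LRRC15 rose by log2 fold changes of 2.55, 2.42 and 2.34. In the other direction, PCDH10, a protocadherin of cell-cell adhesion, fell from 36 ± 1.93 TPM in MF-R to 0.0171 ± 0.0148 TPM in MPF-R cells (log2 fold change -5.18, standard error 0.109, adjusted p = 6.3e-12, limma). KL, which encodes the FGF23 co-receptor Klotho, fell from 13.1 ± 0.197 to 0.471 ± 0.105 TPM. The log2 fold changes of PLEKHS1, GPRIN3 and PLXDC2 were -3.17, -2.95 and -2.88. H3F3A, a histone gene with near-identical copies that can share its reads, was at 5.4 ± 9.35 in MPF-R and 33 ± 16.1 TPM in MF-R cells, a change that stays uncertain. In the T47D model, the pluripotency-associated RNA-binding protein gene LIN28A rose 44.2-fold, from 0.202 ± 0.162 to 8.91 ± 0.527 TPM (log2 fold change 3.05, standard error 0.158, adjusted p = 3.9e-06, limma). SNCG, which encodes gamma-synuclein, rose 39.2-fold to 19 ± 2.44 TPM, PGC, which encodes progastricsin, rose from 8.11 ± 2.73 to 59.6 ± 11.7 TPM, and CAMP, which encodes the antimicrobial peptide cathelicidin, from 5.76 ± 1.26 to 44.7 ± 7.2 TPM. GLYATL3 fell from 14.5 ± 1.1 to 0.458 ± 0.144 TPM, and PELI2, an E3 ubiquitin ligase of the Pellino family, from 75.5 ± 9.91 to 9.28 ± 2.45 TPM. The serine protease gene HPN, the matrix genes MFAP2 and COL6A2, the scavenger receptor gene OLR1 and the natriuretic peptide receptor gene NPR3 had log2 fold changes of -2.45, -2.435, -1.635, -2.04 and -1.65. The tests covered 12567 genes in the MCF-7 model and 13026 in the T47D model. With the libraries rescaled by median ratios, 346 genes were higher and 80 lower in TPF-R than in TF-R cells, since the median of all genes moved from -0.117 to -0.001. Without TPF-R replicate 3, 269 genes were higher and 238 lower. The totals of 469 and 400 became 749 and 685 with a pseudocount of 0.1, and 757 and 739 with limma voom on the recovered reads, an alternative added after the data were seen.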

Gene set enrichment analysis (GSEA) was performed to identify the most altered pathways in combined CDK4/6i and fulvestrant-resistant vs. fulvestrant-resistant cells. The enrichment analysis revealed that the top hallmark pathways altered in both MPF-R vs. MFR and TPF-R vs. TFR included “estrogen response early” and “estrogen response late” (**Figures 1A, B**). 

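More estrogen response genes rose than fell in both combined-resistant lines relative to the fulvestrant-resistant cells, with most members short of the threshold. A list of 94 such genes was written before the data were examined but with the genes of Fig. 1C in view, so it is not independent evidence of the direction. In MPF-R compared with MF-R cells, 10 of the 89 genes tested rose and 1 fell (10 and 1 when adjusted over the list alone). SYBU, which encodes the kinesin adaptor syntabulin, rose from 3.76 ± 0.0744 to 20.2 ± 2.55 TPM (SD, n = 3; log2 fold change 2.15), and TIAM1, a RAC1 exchange factor, from 6.76 ± 0.278 to 26.9 ± 0.741 TPM. DEPTOR, an inhibitor of mTOR, rose to 23 ± 3.5 from 7.48 ± 0.73 TPM and ABAT, an enzyme of GABA breakdown, to 124 ± 7.83 from 49.2 ± 3.53 TPM. The list shifted up relative to all other genes (adjusted p = 0.00092, limma camera with a preset correlation of 0.01; adjusted p = 0.34 with an estimated correlation). In TPF-R compared with TF-R cells, 8 of the 87 genes tested rose and 2 fell (8 and 2 when adjusted over the list alone). The mucin gene MUC1 rose from 235 ± 23 to 1059 ± 74.8 TPM. AQP3, a channel for water and glycerol, rose in TPF-R cells (log2 fold change 2.21) and fell in MPF-R cells (-1.705), while SYBU fell in TPF-R cells (-1.16), as did LRIG1 (-1.26), a negative regulator of growth factor receptors. The upward shift of the list in this model had an adjusted p = 5.6e-06 (limma camera; adjusted p = 0.23 with an estimated correlation). The change differed between the models in part of the 91 genes tested, more positive in MCF-7 cells for 8 and in T47D cells for 9, and the list as a whole gave an adjusted p = 0.56 for the difference (limma camera). Compared with the sensitive cells, 51 of 89 genes of the list fell and 10 rose in MPF-R cells, and 52 of 87 fell and 9 rose in TPF-R cells.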

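Many of the type I interferon response genes, which are induced through STAT1 and STAT2, moved in opposite directions in the 2 models, most short of the threshold. Of 48 tested in MPF-R compared with MF-R cells, 16 fell and none rose (the same numbers when adjusted over the list alone), and 45 were lower at an adjusted p under 0.05 whatever the size of the change. IFI44 fell from 15.9 ± 2.77 to 0.82 ± 0.433 TPM and IFI35 from 11.1 ± 1.35 to 0.519 ± 0.397 TPM (SD, n = 3). Of 53 tested in TPF-R compared with TF-R cells, 14 rose and none fell (15 and none when adjusted over the list alone). IFI27, the most increased gene of that comparison on the log2(TPM + 1) scale, rose 27.2-fold, from 30.7 ± 18.5 to 836 ± 163 TPM (log2 fold change 4.88, adjusted p = 3.7e-05, limma), and IFI6 and OAS1 rose by 1.82 and 1.82. The lists gave adjusted p = 4.2e-15 and 9.9e-12 (limma camera; adjusted p = 0.34 and adjusted p = 0.43 with an estimated correlation). The difference between the models passed the threshold for 32 of 53 interferon genes, each more positive in the T47D model (list adjusted p = 2.4e-19, limma camera; adjusted p = 0.27 with an estimated correlation). Among genes of MHC class I antigen presentation, 3 of 16 fell in MPF-R cells (PSMB9, TAP1 and PSMB8) and 2 of 17 rose in TPF-R cells (HLA-F and HLA-B), with the same numbers when adjusted over the list alone. PSMB9, TAP1 and PSMB8 are also members of the interferon list and were counted among its 16 genes that fell, so the 2 results are not separate. The list of MHC class I genes had adjusted p = 1.5e-05 and 2.9e-07 in the 2 comparisons (limma camera; adjusted p = 0.34 and adjusted p = 0.31 with an estimated correlation). HLA-F and HLA-B were below the threshold without TF-R replicate 1 (log2 fold changes of 0.93 and 0.91), and HLA-B also without TPF-R replicate 1 (0.90).

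**Figure D1:**
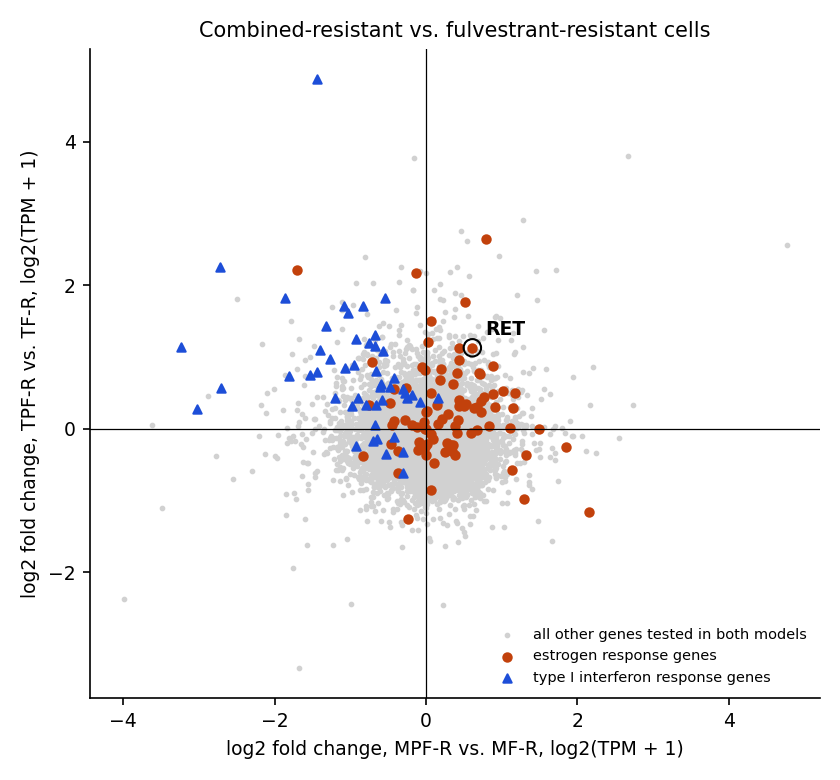
Log2 fold change on log2(TPM + 1) in MPF-R vs. MF-R (horizontal) and TPF-R vs. TF-R cells (vertical) for each gene tested in both models. Circles are estrogen response genes, triangles type I interferon response genes, gray dots all other genes, and RET is ringed. Most interferon genes lie to the left and above 0, and RET lies at positive values on both axes.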

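Part of the lipid synthesis genes rose in MPF-R compared with MF-R cells. Of 25 genes of cholesterol synthesis, 4 rose and none fell (4 and none when adjusted over the list alone), and 19 were higher at an adjusted p under 0.05. They were HMGCR, the rate-limiting enzyme, at 93.2 ± 12.8 against 40.3 ± 2.3 TPM (SD, n = 3), HMGCS1, MSMO1 and SC5D (log2 fold changes 1.16, 1.13 and 1.005). The list's adjusted p was 3.6e-07 (limma camera, and adjusted p = 0.34 with an estimated correlation). With the trend with GC content removed HMGCS1, MSMO1 and SC5D were below the threshold, at 0.96, 0.88 and 0.74. None of the 25 passed the threshold in TPF-R compared with TF-R cells, nor when adjusted over the list alone, and 12 were higher and 2 lower at an adjusted p under 0.05 (list adjusted p = 8.3e-05, limma camera; adjusted p = 0.23 with an estimated correlation). Of 19 genes of fatty acid synthesis, 3 rose and none fell in MPF-R compared with MF-R cells (3 and none when adjusted over the list alone). They were THRSP, a regulator of lipogenesis, SCD, the stearoyl-CoA desaturase, at 2678 ± 128 against 1120.0 ± 28.4 TPM, and ACSL1 (log2 fold change 1.16). The adjusted p of the list was 8.2e-05 (limma camera; adjusted p = 0.13 with an estimated correlation). In TPF-R compared with TF-R cells 2 of 19 rose, THRSP and ELOVL5, and SCD5 fell (2 and 1 when adjusted over the list alone). There the list had an adjusted p = 0.29 (limma camera; adjusted p = 0.44 with an estimated correlation). In MPF-R compared with M-S cells, 33 of 60 DNA replication and E2F target genes and 25 of 66 genes of G2-M and mitosis rose and none fell. In TPF-R compared with T-S cells, 22 and 30 of them fell and none rose. Compared with MF-R cells, many of these cell cycle genes were lower in MPF-R cells, nearly all short of the threshold. Of 60 DNA replication and E2F target genes, 1 fell and none rose (1 and none when adjusted over the list alone), while 47 were lower and 1 higher at an adjusted p under 0.05. The gene that fell was MYBL2, a transcription factor of the cell cycle, at 127 ± 7.84 against 260.2 ± 5.1 TPM (log2 fold change -1.03; -0.93 with the trend with GC content removed and -0.99 without MPF-R replicate 3). None of 66 genes of G2-M and mitosis passed the threshold, nor when adjusted over the list alone, and 38 were lower and 2 higher at an adjusted p under 0.05. The adjusted p of these lists was 5.4e-12 and 1.4e-07 (limma camera; adjusted p = 0.34 and adjusted p = 0.51 with an estimated correlation). Compared with TF-R cells, TPF-R cells had 22 of the 60 genes lower and 2 higher and 21 of the 66 lower and 1 higher at an adjusted p under 0.05, and of these HMGB2 alone passed the threshold, also when adjusted over the lists alone (log2 fold change -1.285; list adjusted p = 0.02 and 0.0018, limma camera; adjusted p = 0.21 for the first without TF-R replicate 1; adjusted p = 0.77 for each with an estimated correlation). In MPF-R compared with MF-R cells, 1 of 25 genes of the cyclin D, CDK4/6 and RB pathway rose and none fell. The numbers were the same when adjusted over the list alone. The gene that rose was CDK6, the kinase that palbociclib inhibits together with CDK4, from 4.62 ± 0.765 to 11.1 ± 0.305 TPM. CDK6 was below the threshold with the trend with GC content removed (0.94 on the log2(TPM + 1) scale). CCND1, its cyclin partner, had 522 ± 4.55 TPM in MPF-R against 283 ± 2.91 TPM in MF-R cells. None of the 25 passed the threshold in TPF-R compared with TF-R cells, where CDK6 had a log2 fold change of 0.71. In TPF-R compared with TF-R cells, 5 of 26 androgen response genes rose and none fell (5 and none when adjusted over the list alone). KLK3, which encodes prostate-specific antigen, rose from 99 ± 18.7 to 955 ± 178 TPM and KLK2 from 6.05 ± 1.09 to 85 ± 19.4 TPM, with SLC45A3 and PIP at 1.28 and 1.12 on the log2 scale (PIP 0.97 without TF-R replicate 1; list adjusted p = 0.0031, limma camera; adjusted p = 0.32 with an estimated correlation). Of 29 lysosome genes, 3 rose and none fell (3 and none when adjusted over the list alone): TFEB, the transcription factor of lysosome biogenesis, LIPA and NEU1 (log2 fold changes 1.07, 1.05 and 1.02; list adjusted p = 1e-11, limma camera; adjusted p = 0.16 with an estimated correlation). TFEB was at 0.95 without TF-R replicate 1, and NEU1 at 0.98 without TF-R replicate 3 and 0.96 without TPF-R replicate 1. Of 28 lysosome genes in MPF-R compared with MF-R cells, CTSZ fell (-1.09) and none rose past the threshold (1 and none when adjusted over the list alone), while 17 were higher and 5 lower at an adjusted p under 0.05 (list adjusted p = 0.0028, limma camera; adjusted p = 0.51 with an estimated correlation).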

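Of the 45 genes shown for MPF-R vs. MF-R cells in Fig. 1C, each had a positive log2 fold change, 41 were higher at an adjusted p under 0.05 (limma) and 10 rose past the threshold. RET stood at position 27 of these genes by log2 fold change. Of the 44 shown for TPF-R vs. TF-R cells, 40 could be tested, each with a positive change, 30 were higher at an adjusted p under 0.05 and 12 rose past the threshold, with RET at position 11. These genes were picked by the study on the same libraries, so the counts are not independent evidence of direction. The lists had 10 genes in common: CXCL12, EGR3, HSPB8, MYB, NAV2, OLFML3, PDZK1, PRSS23, RET and SLC7A2. Among these, RET stood at position 6 by log2 fold change in MPF-R vs. MF-R and 4 in TPF-R vs. TF-R cells. Over the other fits these positions were 4 to 9 and 4 to 6. By adjusted p, a measure chosen after the values were seen, RET stood at 2 and 3. HSPB8, a small heat shock protein, was at 55.4 ± 8.26 in MPF-R and 31.8 ± 5.55 TPM in MF-R cells (SD, n = 3) and rose from 1.22 ± 0.278 to 12.8 ± 0.589 TPM in the T47D model, log2 fold changes of 0.79 and 2.64. PRSS23, a serine protease, had 0.51 and 1.76 (adjusted p = 0.0041 and 6.8e-05, limma), and NAV2 0.70 and 0.78 (adjusted p = 0.00038 and 0.00059). The transcription factor gene EGR3 rose in MPF-R cells (1.11, adjusted p = 1.3e-05, limma) and had 0.01 (adjusted p = 0.94, limma) in TPF-R cells. Without MF-R replicate 2 its change in MPF-R cells was 0.95, below the threshold. The chemokine gene CXCL12 rose in TPF-R cells (1.51, adjusted p = 0.00039) and had 0.07 (adjusted p = 0.64) in MPF-R cells. MYB, OLFML3, PDZK1 and SLC7A2 were higher in MPF-R cells (0.73, 0.67, 0.42 and 0.53) at an adjusted p under 0.05 and did not pass it in TPF-R cells (0.39, 0.30, 0.12 and 0.35; adjusted p = 0.15, 0.25, 0.57 and 0.057). Over all 11932 genes tested in both models, 13 rose and 9 fell in both, where 2.2 and 1.7 would be shared by chance (exact hypergeometric test, p = 3.6e-07 and 5.5e-05). A further 27 went in opposite directions, also more than the 4.3 by chance, so the excess is not particular to genes that changed the same way. The test treats genes as independent, which they need not be. THRSP rose from 1.38 ± 1.11 to 13.2 ± 1.89 TPM in the MCF-7 model and from 1.25 ± 0.277 to 30.8 ± 7.53 TPM in the T47D model, and GPNMB rose in TPF-R cells from 4.64 ± 1.47 to 31.9 ± 4.91 TPM. MAP1B, a microtubule-associated protein, the ETS family factor gene ETV5, the glycosidase gene MAN1A1, CLEC3A, AFF3, HIST1H3B, ACE, ASS1, PPP1R3C, S100A4 and SMIM1 also rose in both. FN1, which encodes fibronectin, fell from 7.67 ± 0.753 to 1.57 ± 0.195 and from 18 ± 0.538 to 3.95 ± 0.223 TPM, and the pluripotency factor gene SOX2 from 8.3 ± 1.57 to 1.88 ± 0.208 and from 14.6 ± 4.22 to 0.511 ± 0.12 TPM. PCDH7, a protocadherin, was at 15 ± 0.74 TPM in MF-R cells and listed at 0 in each MPF-R library, and fell from 17.3 ± 2.34 to 2.54 ± 0.233 TPM in the T47D model. TGFB2, which encodes a TGF-beta ligand, BAMBI, a decoy receptor of that family, CRISP3, ALDH1A3, MUM1L1 and SYNM completed the genes that fell in both (ALDH1A3 -0.985 without MF-R replicate 1 and -0.97 without MPF-R replicate 1 in the MCF-7 model). With a pseudocount of 0.1, 46 genes were shared, and with limma voom on the recovered reads 55.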

Although *RET* ranked 34^th^ and 15^th^ in the list of genes enriched in the gene set “estrogen response” in MPF-R and TPF-R cells, respectively (**Figure 1C**), only a few genes were shared between the two models, with *RET* consistently being in the top 5 of the common genes. 

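GDNF, the ligand that binds RET through the co-receptor GFRA1, was close to the detection limit in all 6 cell lines. It was at 0.354 ± 0.282 TPM (SD, n = 3) in MPF-R cells, with 4, 10 and 17 reads per library, and 0.0539 ± 0.0525 TPM in M-S cells, with 2, 0 and 6 reads. In TPF-R cells it was at 0.106 ± 0.0154 TPM (6, 7 and 6 reads) and in T-S cells at 0.0241 ± 0.0417 TPM (2, 0 and 0 reads). Each library of the resistant cells exceeded each library of the sensitive cells in both comparisons (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). GDNF was below the minimum of 1 TPM and was not part of the limma test. The authors' deposited comparison table gives GDNF a log2 fold change of 2.43 (adjusted p = 0.039, DESeq2) in MPF-R vs. M-S cells and of 2.55 (adjusted p = 0.093) in TPF-R vs. T-S cells. It gives 2.32 (adjusted p = 0.048, DESeq2) in MF-R vs. M-S and 0.11 (adjusted p = 0.97) in MPF-R vs. MF-R cells. The mean was 0.316 TPM in MF-R and 0.0607 TPM in TF-R cells. In the MCF-7 model the higher level was thus already present in cells resistant to fulvestrant alone. GFRA1 was at 82.2 ± 7.2 TPM in M-S cells and listed at 0, without a read, in each MF-R and MPF-R library. In the T47D model GFRA1 fell from 82.2 ± 5.08 TPM in T-S cells to 10.3 ± 1.08 TPM in TPF-R cells (log2 fold change -2.89, standard error 0.101, adjusted p = 6.6e-09, limma), and TF-R cells had 15.2 ± 1.04 TPM. ARTN, which encodes the RET ligand artemin, fell from 9.01 ± 0.602 TPM in M-S to 1.87 ± 0.542 TPM in MPF-R cells (log2 fold change -1.82, adjusted p = 3.2e-08, limma), and was at 21.6 ± 2.26 in T-S and 13.3 ± 0.665 TPM in TPF-R cells. GFRA3, the co-receptor of artemin, fell from 7.9 ± 0.142 to 2.59 ± 0.363 TPM in MPF-R compared with M-S cells (log2 fold change -1.31, adjusted p = 9.2e-08) and was at 0.0475 ± 0.0823 TPM in T-S and 0.172 ± 0.0112 TPM in TPF-R cells. NRTN, which encodes neurturin, fell in TPF-R compared with T-S cells from 4.44 ± 1.44 to 1.58 ± 0.45 TPM (log2 fold change -1.06, adjusted p = 0.00074), and had 1.94 ± 0.314 in M-S and 1.85 ± 0.245 TPM in MPF-R cells.

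**Figure D2:**
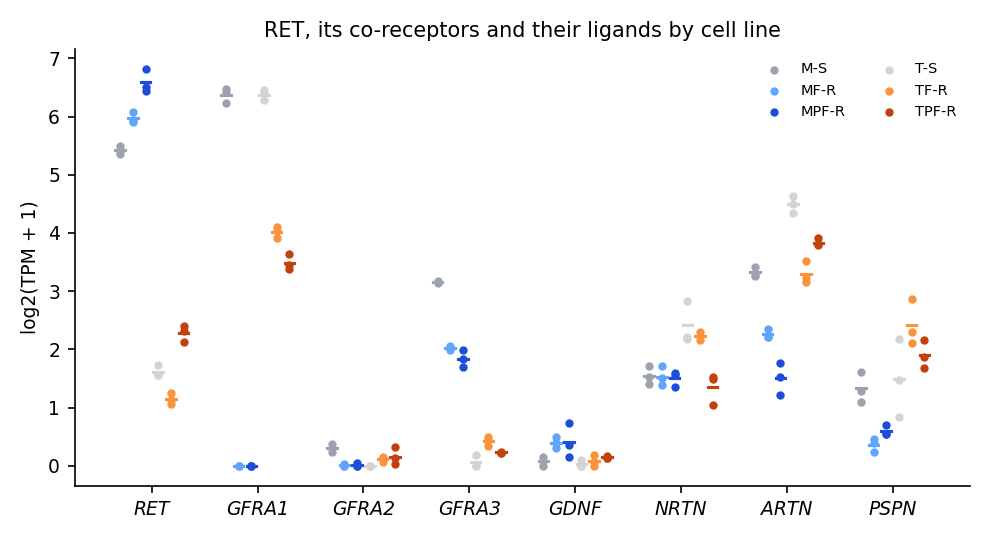
log2(TPM + 1) of RET, the co-receptors GFRA1, GFRA2 and GFRA3 and the ligands GDNF, NRTN, ARTN and PSPN in the 6 cell lines. Each point is 1 library and each bar the mean of 3 libraries. GFRA1 lies at 0 in the MF-R and MPF-R libraries, and GDNF lies below 1 on this scale in each library.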

Notably, neither model showed an alteration of the RET ligand *GDNF* between resistant and sensitive cells. These findings, together with the established role of RET in ER+ breast cancer, prompted us to further investigate *RET* in the context of resistance to combined CDK4/6i and endocrine therapy. 

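RET, a receptor tyrosine kinase gene on chromosome 10 of hg38 from 43077069 to 43130349 (RefSeq NM_020975), was higher in the combined-resistant cells of both models than in the sensitive cells. In the MCF-7 model it was at 95.9 ± 13.7 TPM (SD, n = 3) in MPF-R and 41.9 ± 2.14 TPM in M-S cells, a ratio of 2.29 and a log2 fold change of 1.17 (standard error 0.086, adjusted p = 2.6e-08, limma). In the T47D model it was at 3.87 ± 0.481 TPM in TPF-R and 2.07 ± 0.206 TPM in T-S cells, a ratio of 1.87 and a log2 fold change of 0.665 (standard error 0.121, adjusted p = 0.0007, limma). The fulvestrant-resistant cells differed from the sensitive cells in opposite directions, with RET higher in MF-R than in M-S cells (log2 fold change 0.56, adjusted p = 4.7e-05, limma) and lower in TF-R than in T-S cells (-0.46, adjusted p = 0.0066, limma). Each library of the higher cell line exceeded each library of the lower one in these 4 comparisons (two-sided exact permutation test, p = 0.1, the smallest possible). For RET, the test was an adjusted p under 0.05 without a minimum fold. Of all genes tested, 9826 of 12567 in MPF-R vs. M-S and 8948 of 13026 in TPF-R vs. T-S cells passed that level. The change of RET in MF-R cells was 0.36 with the trend with GC content removed. In TF-R cells it was -0.71 with a pseudocount of 0.1 and -0.83 with limma voom on the recovered reads, each past the test.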

Increased expression of *RET* was also observed in MPF-R and TPF-R compared to M-S and T-S cells, respectively (**Figure 1D**). Notably, *RET* expression levels were significantly higher in the MCF7-derived cells than in the T47D-derived cells, as previously reported (16), which suggests a more critical role for RET in MCF-7 cells. 

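RET was 24.8-fold higher in MPF-R than in TPF-R cells by mean TPM, a log2 fold change of 4.31 (standard error 0.108, adjusted p = 4.5e-16, limma on all 18 libraries). The recovered reads of RET were 2144, 2329 and 3729 in the M-S libraries, and 79, 155 and 117 in the T-S libraries. They were 4678, 5793 and 3253 in the MPF-R and 408, 403 and 241 in the TPF-R libraries. Of 13698 genes tested between the same cell lines, 2244 were higher in MPF-R and 2368 in TPF-R cells. The gap in RET between MPF-R and TPF-R cells exceeded the spread between replicates, with the lowest MPF-R library at 86.2 TPM and the highest TPF-R library at 4.30 TPM.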

Next, we investigated whether *RET*-fusions could be identified in our RNA sequencing data of MPF-R, TPF-R, MF-R, TF-R, M-S, and T-S cells. However, no fusion transcripts involving the *RET* gene were identified in any of the ER+ breast cancer cell lines using three fusion callers (Fusioncatcher, STAR-fusion, and Arriba). Notably, combined fulvestrant and CDK4/6i-resistant cells do not exhibit *RET* mutations or alterations associated with known/putative mechanisms of resistance towards CDK4/6i, such as *ESR1* mutations or *CDK4* or *CDK6* amplifications (48). To further validate the overexpression of RET in combined CDK4/6i- and fulvestrant-resistant cells, qPCR and Western blotting were performed. Overexpression of RET at the mRNA and protein levels in resistant cells was confirmed (**Figures 1E, F**). Importantly, while RET expression is elevated in fulvestrant-resistant cells compared to sensitive cells, the highest expression levels are observed in combined CDK4/6i- and fulvestrant-resistant cells (**Figure 1F**). Because of the higher levels of RET in the MCF7 model, the amount of protein from T47D-derived cells loaded to detect RET expression was five times that from MPF-R cells (**Figure 1F**). 

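Between the cells resistant to the combination and those resistant to fulvestrant alone, RET rose in both models. In the MCF-7 model it went from 62.1 ± 3.84 TPM (SD, n = 3) in MF-R cells to a mean 1.545 times as high in MPF-R cells (log2 fold change 0.61, standard error 0.086, adjusted p = 7.2e-05, limma), which is below 2-fold. In the T47D model it went from 1.22 ± 0.152 TPM in TF-R cells to a mean 3.165 times as high in TPF-R cells (log2 fold change 1.13, standard error 0.121, adjusted p = 0.00018, limma). The change was larger in the T47D model, with a difference of -0.52 between the models on the log2 scale (standard error 0.153, adjusted p = 0.012, limma). The log2 fold change in the T47D model was 1.58 with a pseudocount of 0.1 and 1.79 with limma voom on the recovered reads, and the difference between the models -0.97 and -1.20. Of the genes within 5 Mb of RET at 5 TPM or more, 8 were higher and 2 lower in MPF-R than in MF-R cells, with a median log2 fold change of 0.40 (0.259 with the trend with GC content removed, an alternative added after the data were seen), and the median of all genes at that level was 0.026. NCOA4 and ZNF32 had 0.45 and 0.42, while HNRNPF and BMS1 had -0.02 and -0.09. In TPF-R compared with TF-R cells, 4 neighbors were higher and 14 lower, with a median of -0.255, where the median of all genes at that level was -0.131, and 6 were higher and 12 lower, with a median of -0.072, with the GC trend removed. RASGEF1A, close to RET, had 0.56 (adjusted p = 0.00043, limma). The neighbors named here were chosen after their values were seen. The paper states that its sequencing findings, together with the known role of RET in ER+ breast cancer, led to further study of RET in combined resistance, and it adds qPCR and Western blotting (Figures 1E, F) to the sequencing.

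**Figure D3:**
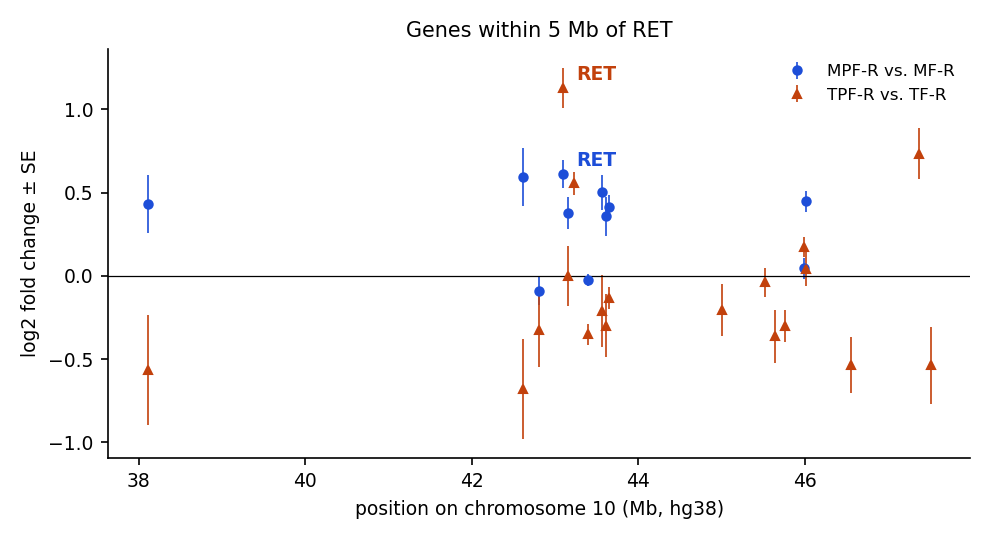
Log2 fold change on log2(TPM + 1), with its standard error, of RET and the genes within 5 Mb of it on chromosome 10 (hg38) at 5 TPM or more, by position in Mb. Circles are MPF-R vs. MF-R and triangles TPF-R vs. TF-R cells. RET is at 0.61 and 1.13, and in the T47D model it lies above each of its 18 neighbors.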

Our findings support a significant upregulation of RET in both cell line models resistant to combined CDK4/6i and fulvestrant.

**Figure 1:**
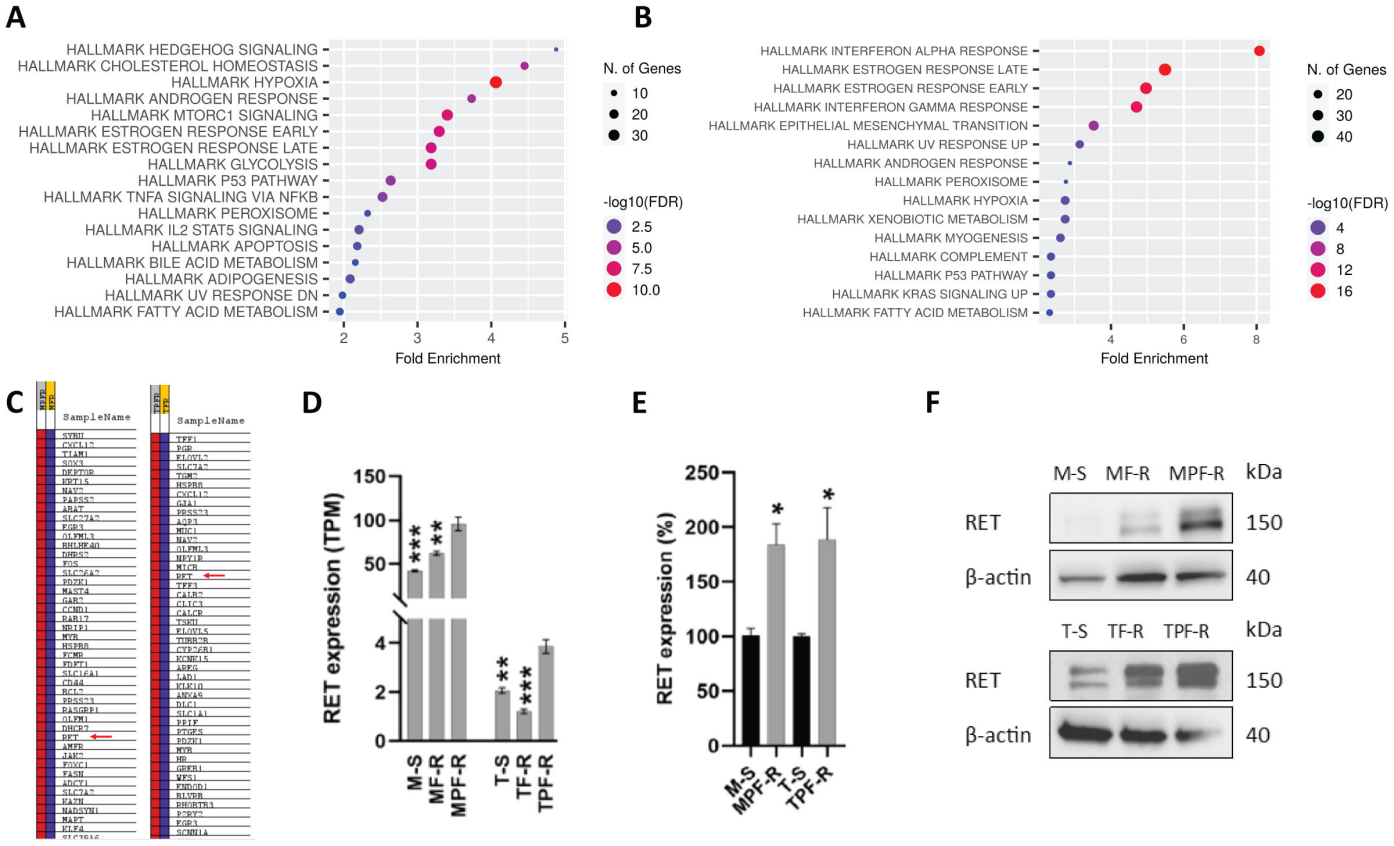
RET is overexpressed in ER+ breast cancer cell lines resistant to combined CDK4/6i and endocrine therapy. Dot plots of Hallmark gene set significantly enriched in **(A)** MPF-R vs. MF-R and **(B)** TPF-R vs. TF-R. **(C)** List of genes enriched in gene set “Hallmark estrogen response early”. **(D)** Evaluation of RET expression in ER+ breast cancer cell lines resistant to combined palbociclib and fulvestrant (MPF-R and TPF-R), resistant to fulvestrant only (MF-R and TF-R), and parental sensitive cells (M-S and T-S) using RNA sequencing. Statistical comparison is shown relative to double-resistant cells. TPM = transcripts per million. The data represent independent experiments in triplicates ± SEM. **(E)** Quantitative RT-PCR verifying the gene expression alterations of *RET*. The expression was normalized using the *PUM1* gene and shown as a relative expression in MPF-R vs. M-S and TPF-R vs T-S cells. Data represent three independent experiments ± SEM (*0.01 < p < 0.05). **(F)** Western blotting analysis of lysates from M-S, MF-R, MPF-R, T-S, TF-R and TPF-R cells. 10 µg and 50 µg of total protein of MCF-7- and T47D-derived cells, respectively, were loaded. β-actin was used as a loading control. A representative for three biological replicates is shown. Asterisk indicate significant differences in students t-test (*0.01 < p < 0.05, **0.001 < p < 0.01 and ***0.0001< p <0.001).

### *RET*-specific siRNA-mediated knockdown impairs the growth of combined CDK4/6i- and fulvestrant-resistant ER+ breast cancer cells

To investigate RET’s role in the resistance mechanism to combined CDK4/6i and fulvestrant, we performed gene knockdown by using two specific siRNAs targeting *RET* (RET15 and RET17) and a scrambled siRNA (control). *RET* was efficiently silenced in both MCF-7- and T47D-derived sensitive and resistant cell lines when using the individual and pooled *RET*-siRNAs compared with the control siRNA, as determined by RT-qPCR and Western blotting (**Figures 2A, B**). It was not possible to visualize the RET knockdown in T-S cells by Western blotting due to the extremely low levels of RET in these cells. Silencing of RET significantly reduced the growth of M-S and MPF-R cells compared to the control siRNA (**Figure 2C**), indicating that these cells depend on the expression of RET for proliferation and growth. The same effect on cell growth upon *RET* siRNA-mediated knockdown was not observed in T-S and TPF-R cells, which may be due to the significantly lower level of *RET* in these cells.

**Figure 2:**
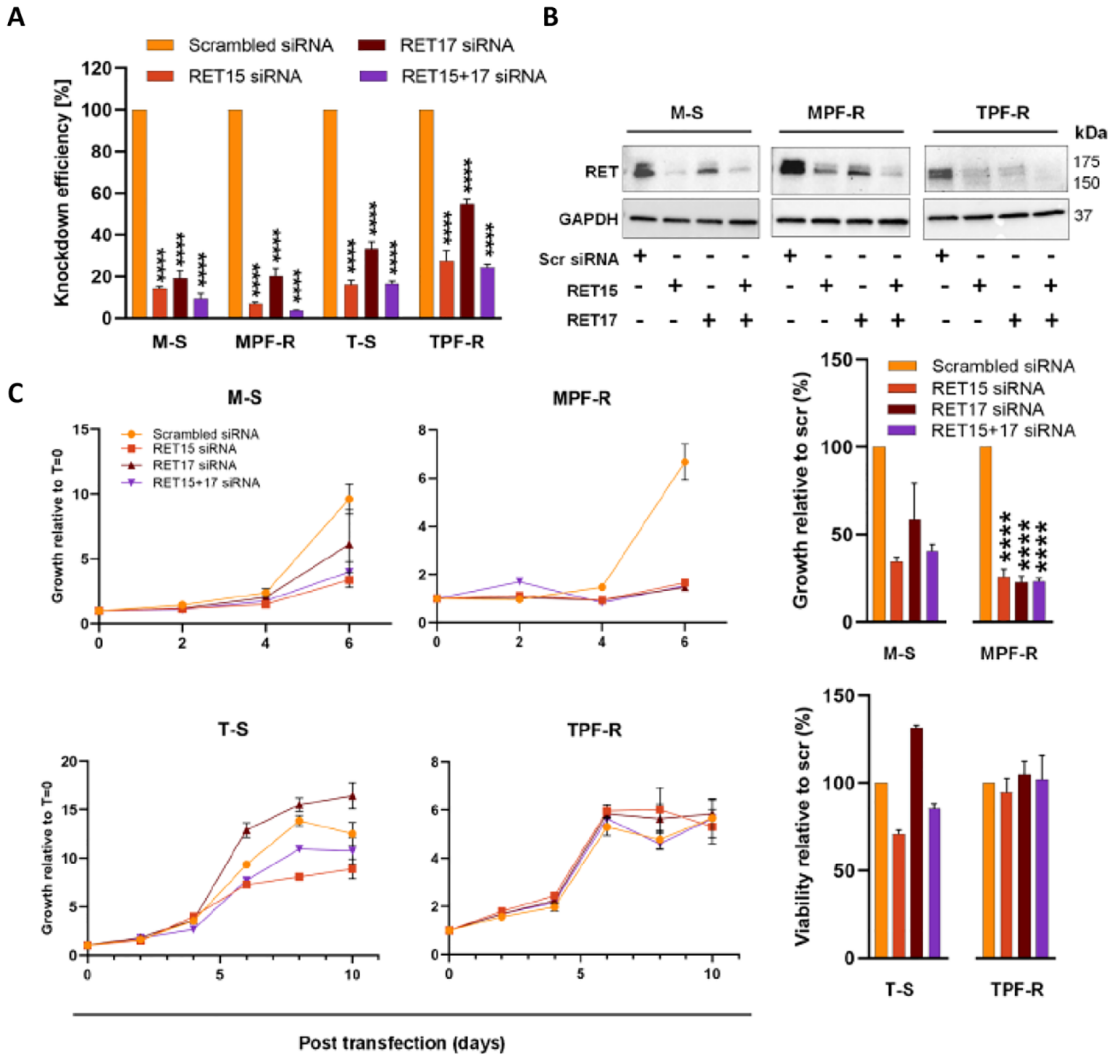
RET-specific siRNA-mediated knockdown inhibits the growth of MPF-R breast cancer cells. The efficiency of *RET* silencing in combined CDK4/6i- and fulvestrant-resistant cell lines (MPF-R and TPF-R) and their parental sensitive cell lines (M-S and T-S), respectively, transfected with two different *RET*-specific siRNAs (RET15 and RET17) or scrambled siRNA (control). **(A)** RT-qPCR verifying reduction of *RET* mRNA level 48 h post-transfection with *RET*-specific siRNA. The expression was normalized using the *PUM1* gene. The knockdown efficiency is represented as the average percentage compared to the control (scr) of triplicates (mean ± SEM). **(B)** Western blot validation of protein levels 96 h post-transfection with *RET*-specific siRNAs. GAPDH was used as a protein loading control. **(C)** Cell growth at different time points following *RET*-specific siRNA transfection as assessed by crystal violet assay. Graph columns show cell growth at days 6 and 10 for MCF7-derived cell lines and T47D-derived cell lines, respectively. Scrambled siRNA: control siRNA; RET15, and RET17: two different *RET*-specific siRNAs. RET15 + 17: combination of both *RET*-specific siRNAs. Asterisks indicate significant differences in the one-way ANOVA test (****p < 0.0001).

To identify pathways altered following *RET* silencing, we performed gene expression analysis on MPF-R and TPF-R cells transfected with *RET*-siRNA (pooled RET15 and RET17) compared to cells transfected with control siRNA (scrambled). Remarkably, alterations in regulators of the cell cycle, particularly regulators of the G2-M phase and E2F targets, were identified as the most significantly enriched gene datasets by GSEA in control-siRNA compared to *RET*-siRNA treated MPF-R and TPF-R cells (**Figures 3A, B**, respectively). In both MCF7- and T47D-derived resistant cells, *RET* knockdown significantly correlated with reduced gene expression of regulators of late cell cycle phases. These findings were validated by Western blotting, showing that levels of cyclin B1, the primary regulator of early events of mitosis, together with E2F2 and, to a lesser extent, cyclin D1/2, were lower in MPF-R treated with *RET*-siRNA compared to cells treated with control-siRNA (**Figure 3C**). Conversely, multiple regulators of G1-S phase transition, such as CDK4/6, cyclin D3, p-Rb, CDK2, and cyclin E, were found upregulated, likely to compensate for the cell division inhibition induced by RET knockdown. Together, our data suggest that RET is a driver of cell cycle progression at the G2-M phase of the cell cycle in combined CDK4/6i- and fulvestrant-resistant ER+ breast cancer cells.

**Figure 3:**
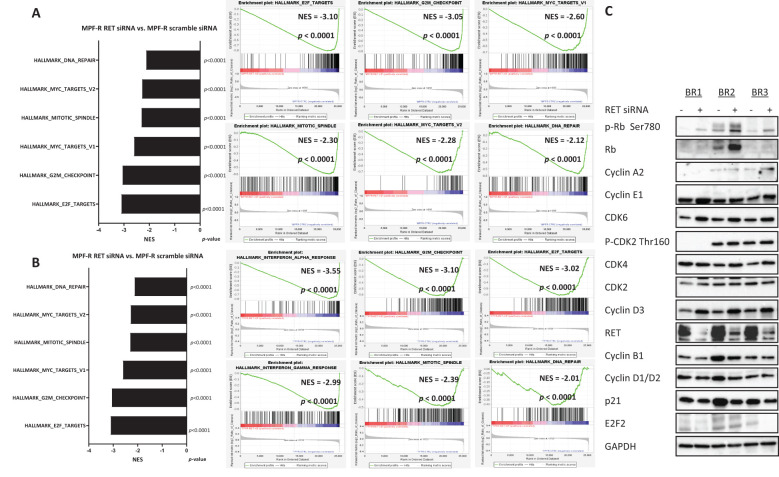
*RET* gene knockdown impairs cell growth of combined CDK4/6i- and fulvestrant-resistant breast cancer cells by blocking the G2-M phase progression of the cell cycle. Bar graphs and enrichment plots of Hallmark gene sets significantly enriched in **(A)** MPF-R *RET*-siRNA vs. control-siRNA and **(B)** TPF-R *RET*-siRNA vs. control-siRNA. *RET*-siRNA 15 and RET-siRNA 17 pools were used. Statistical significance (nominal P-value) of the enrichment score (ES) is calculated using an empirical phenotype-based permutation test. **(C)** Western blotting of cell cycle regulators in three biological replicates (BR) of MPF-R *RET*-siRNA versus control-siRNA. GAPDH was used as a loading control.

### The RET-selective inhibitor selpercatinib inhibits growth of combined CDK4/6i- and fulvestrant-resistant ER+ breast cancer cells and CDK4/6i-resistant patient-derived organoids

To evaluate whether we could pharmacologically overcome resistance to combined CDK4/6i and fulvestrant, we examined the effect of the RET-selective inhibitor, selpercatinib, alone or in combination with CDK4/6i and/or fulvestrant, on the growth of MPF-R and TPF-R cells resistant to CDK4/6i and fulvestrant. Although the concentration of selpercatinib selected based on the IC50 calculation was high (5 µM), it remains within the maximum serum concentration observed in patients (mean steady-state Cmax 2980 ng/mL or 5.67 µM) (49). Treatment with selpercatinib resensitized resistant MPF-R and TPF-R cells to combined CDK4/6i and fulvestrant (**Figures 4A, B**). Indeed, incubation with the triple combination consisting of fulvestrant, CDK4/6i, and RETi significantly reduced the growth of MPF-R cells compared to combined CDK4/6i and fulvestrant. Furthermore, the triple combination more efficiently inhibited the growth of TPF-R cells compared to dual therapy with fulvestrant and RETi, although the difference did not reach statistical significance. Interestingly, the dual combination with RETi and either fulvestrant or CDK4/6i reduced MPF-R and TPF-R cells growth more efficiently than combined CDK4/6i and fulvestrant (**Figures 4A, B**). These data further indicate that ER+ breast cancer cells utilize RET upregulation to acquire resistance to combined CDK4/6i and endocrine therapy.

**Figure 4:**
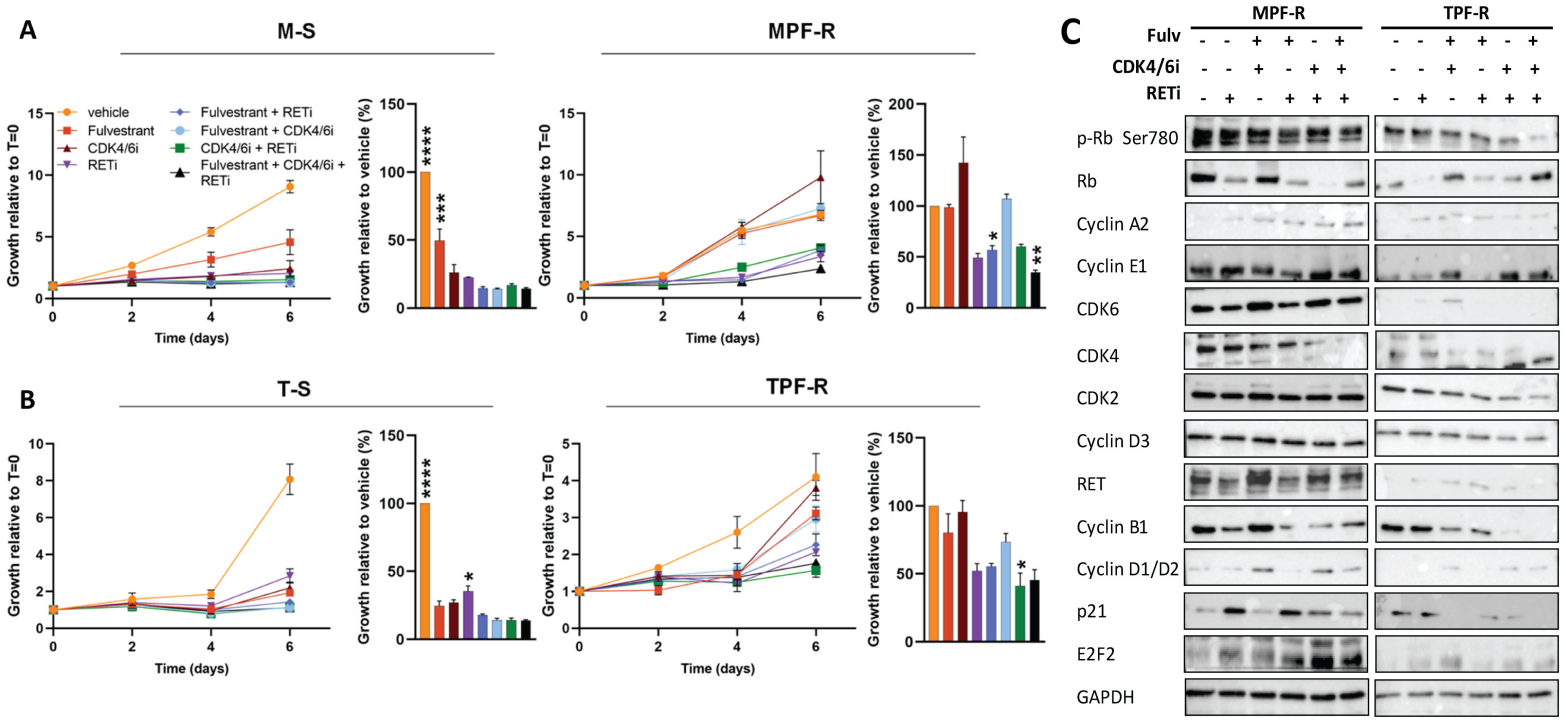
RETi resensitizes combined CDK4/6i- and fulvestrant-resistant ER+ breast cancer cells. Cell growth of **(A)** MPF-R and M-S cells and **(B)** TPF-R and T-S cells over six days in the presence of fulvestrant (100nM), CDK4/6i (200 nM) and RETi (5µM) alone or different combinations analyzed by crystal violet assay. Growth at day six is represented by columns. The data represents the mean of three biological replicates ± SEM. Asterisks indicate significant differences in one-way ANOVA tests at day six. Means are compared to the mean of the standard combined CDK4/6i and fulvestrant (*0.01 < p < 0.05, **0.001 < p < 0.01, ***0.0001 < p < 0.001, and ****p < 0.0001). **(C)** Western blotting of cell cycle regulators in MPF-R and TPF-R cells treated with RETi alone or combined with CDK4/6i and/or fulvestrant. GAPDH was used as a loading control.

To validate these findings, we tested the efficacy of RETi in combination with fulvestrant with or without CDK4/6i in another combined CDK4/6i- and fulvestrant-resistant ER+ cell model derived from ZR-75-1 cells (**Supplementary Figures S1A, B**). Consistently with the findings in the other two models, we observed that all treatments significantly inhibited the growth of sensitive Z-S cells in comparison to the vehicle, while the growth of combined CDK4/6i- and fulvestrant-resistant ZPF-R cells was only significantly inhibited by the triple combination with fulvestrant, CDK4/6i and RETi (**Supplementary Figure S1B**). Furthermore, we investigated changes in cell cycle regulators upon treatment with the RETi selpercatinib in the three ER+ cell line models (**Figure 4C**; **Supplementary Figure 1C**). Treatment with selpercatinib induced marked reductions in cyclin B1 levels, a key regulator of early mitotic events, particularly when combined with a CDK4/6i. These findings parallel the trends observed following *RET* siRNA-mediated knockdown (**Figure 3C**). However, contrary to the upregulation of multiple modulators facilitating G1-S phase transition observed after *RET* knockdown, treatment with selpercatinib led to more efficient inhibition of these regulators, including CDK4, CDK6, cyclin D, and Rb, while leaving others unchanged (**Figure 4C**; **Supplementary Figure 1C**). Notably, the CDK inhibitor p21 showed a substantial increase following treatment with RETi. Collectively, these data underscore a blockade of both early and late cell cycle phase progression by RET inhibition with selpercatinib, thereby suggesting a more profound suppression of cell cycle activity.

Next, we evaluated the efficacy of RETi selpercatinib and CDK4/6i palbociclib, alone or combined, in ER+ patient-derived breast cancer organoids (PDO-P48) that exhibited high IC50 towards CDK4/6i, and thus primary resistance to this treatment (**Figure 5**). This model exhibited increased *CDK4*, *CDK6*, and *CCND1* expression upon treatment with CDK4/6i (**Figure 5A**). Importantly, combined CDK4/6i and RETi markedly impaired PDO viability at lower concentrations (10 µM) compared to either CDK4/6i or RETi alone (50 and 100 µM, **Figure 5B**). Notably, the IC50 of combined CDK4/6i and RETi was lower than that of CDK4/6i alone in PDO-P48 (**Figure 5C**). Treatment of the organoids with 10 µM of CDK4/6i and RETi, combined or as single agents, showed that the combined treatment reduced cell viability relative to controls (untreated organoids), while CDK4/6i or RETi alone did not impair the organoid’s viability (**Figures 5D, E**). The combination of CDK4/6i and RETi demonstrated significant synergy within the concentration range 0.001-10 µM of RETi and 0.0001-1µM of CDK4/6i, as assessed using the Bliss model (**Supplementary Figure S2**; Mean synergy score: 22.85, *p*=3.91e-51). These data support the efficacy of combined CDK4/6i and RETi in tumors with poor response to CDK4/6i, such as PDO-P48.

**Figure 5:**
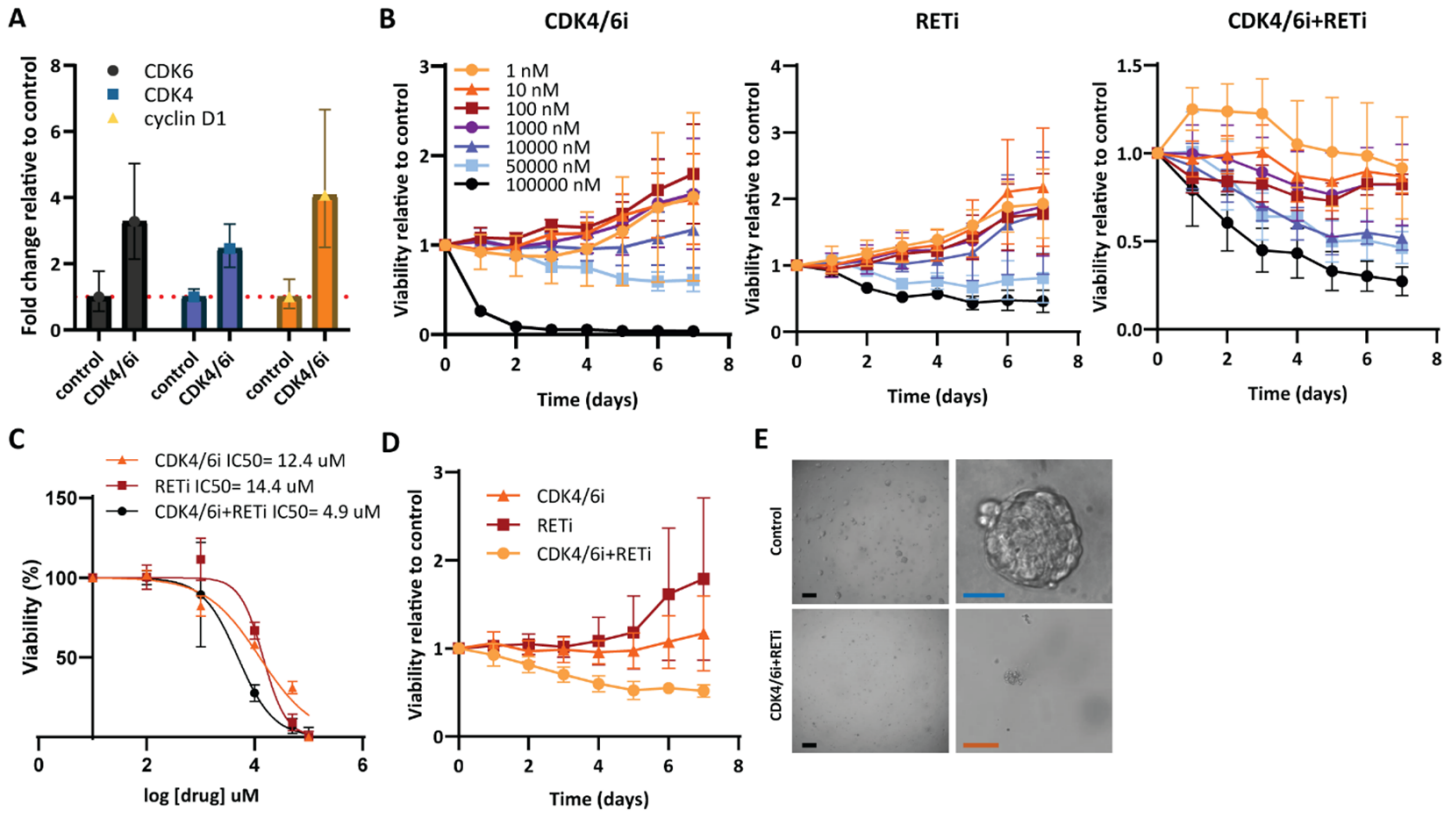
Combined CDK4/6i and RETi efficiently reduces viability of breast cancer patient-derived organoids resistant to CDK4/6i. **(A)** RT-qPCR verifying *CDK6*, *CDK4*, and *CCND1* gene expression alterations upon palbociclib treatment. The expression was normalized using the gene *PUM1* and shown as relative expression in control vs. treated with CDK4/6i. **(B)** Effect of increasing concentrations of CDK4/6i palbociclib and RETi selpercatinib, alone or RETi combined with a fixed concentration of CDK4/6i (1 µM), on the viability of patient-derived breast cancer organoid PDO-P48 for seven days. The results represent the mean ± SEMs of three replicates relative to the control (untreated). **(C)** Dose-effect curves of each single drug, CDK4/6i and RETi, or RETi combined with a fixed concentration of CDK4/6i (1 µM), during treatment of PDO-P48 for seven days. IC50 were calculated by normalizing the transformed data and using the non-linear curve fitting method “log(inhibitor) vs. normalized response – Variable slope”. **(D)** Viability of PDO-P48 treated with 10 µM of CDK4/6i and RETi single agents or their combination for seven days. **(E)** Brightfield images depicting PDO-P48 control (untreated) and treated with combined CDK4/6i and RETi. Scale bars: black 400 µm; blue 100 µm; orange 200 µm.

### High expression of RET correlates with poor clinical outcomes in patients with ER+/HER2- breast cancer treated with endocrine therapy

Finally, we evaluated the clinical relevance of RET by assessing the correlation between RET expression and clinical outcomes in ER+ breast cancer patients. We first used the web-based tool Kaplan-Meier plotter (50) to assess the correlation between *RET* mRNA expression and overall survival (OS) and relapse-free survival (RFS) in a cohort of ER+ breast cancer patients receiving endocrine treatment in the primary setting. High *RET* mRNA expression significantly correlated with shorter OS (n=189, p=0.05, HR=1.92; **Figure 6A**) in ER+, HER2- breast cancer patients treated with endocrine therapy. The estimated 10-year survival was 70% for patients with high *RET* expression and 85% for patients with low *RET* expression (**Figure 6A**). High *RET* expression was also associated with shorter RFS (n=1201, p=0.054, HR=1.3; **Figure 6B**). The median time to relapse was 15 years (180 months) in the high-*RET* group, whereas the median time to progression in the low-*RET* group was 16 years (200 months) (**Figure 6B**). Multivariate analysis including *RET*, *MKi67*, and *ESR1* expression levels revealed that *MKi67* and *RET* expression are independent prognostic factors for RFS (HR 1.52, p = 0.0017; HR 1.34, p = 0.034, respectively) but not for OS (HR 1.14, p = 0.73; HR 1.89, p = 0.061, respectively; **Supplementary Table S2**).

**Figure 6:**
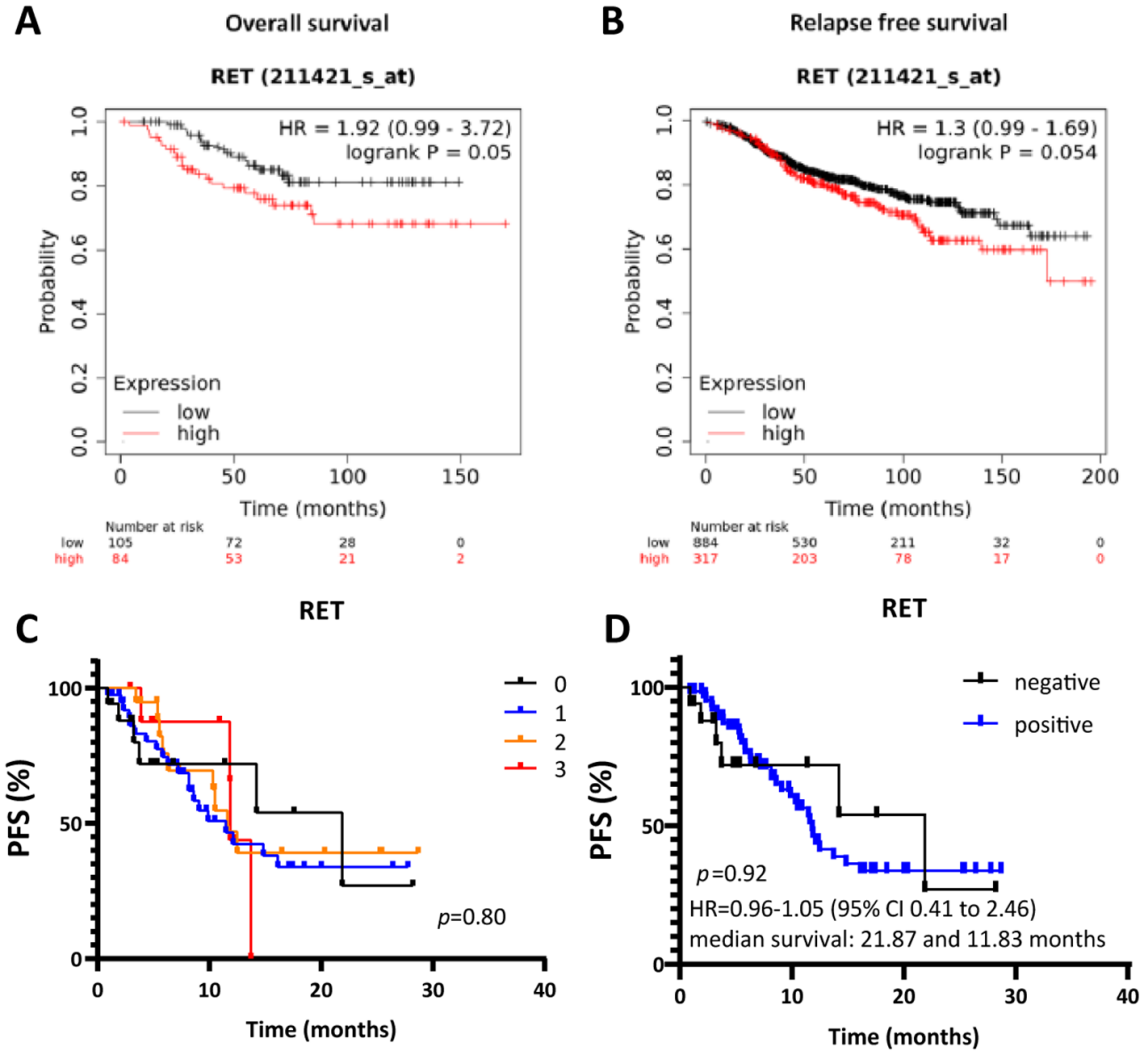
High RET expression correlates with shorter overall and relapse-free survival in patients with ER+ breast cancer receiving endocrine therapy. Kaplan-Meier survival curves for **(A)** OS and **(B)** RFS for RET expression by KM plotter analysis. **(C, D)** Kaplan-Meier survival curves evaluating PFS according to RET intensity score in ER+ metastatic lesions from patients treated with combined CDK4/6i and endocrine therapy. **(D)** Cut-off values: negative RET: intensity = 0; positive RET: intensity ≥ 1. A two-sided p-value calculated using Log-rank testing is shown.

Next, we evaluated the clinical relevance of RET as a biomarker of response/resistance to combined CDK4/6i and endocrine therapy in a cohort of ER+ advanced breast cancer patients that has been previously described (37, 48). The protein expression levels of RET were evaluated in whole sections of metastatic lesions before treatment initiation with combined CDK4/6i and endocrine therapy. RET score was determined on a semi-quantitative scale of 0-3, with 0 meaning no staining and 3 as the most intense staining (**Figure 6C**). Although the survival analysis indicated shorter median survival in the RET-positive (intensity ≥1) compared to RET-negative (intensity = 0) groups (11.83 and 21.87 months, respectively), differences in progression-free survival (PFS) between the two groups were not statistically significant (*p=*0.92, **Figure 6D**). Finally, we observed a higher mean of *RET* relative expression at baseline in the CDK4/6i-resistant compared to the -sensitive samples (1.08 and 0.93, respectively) in the neoadjuvant NeoPalAna trial (**Supplementary Figure S3**), which assessed the antiproliferative activity of the CDK4/6i palbociclib in breast cancer neoadjuvant setting (40).

## Discussion

Although combined CDK4/6i and endocrine therapy has significantly improved outcome of patients with advanced ER+ breast cancer, progression is expected and thus new therapeutic strategies to overcome treatment resistance are urgently needed. In this study, we show that RET is upregulated in breast cancer cell lines resistant to combined CDK4/6i and endocrine therapy compared to cells resistant to endocrine therapy alone, and inhibition of RET, either by siRNA-mediated knockdown or with the RET-selective inhibitor selpercatinib, alone or in combination with CDK4/6i and/or fulvestrant, reduced growth of CDK4/6i-resistant ER+ breast cancer cell lines and patient-derived organoids. In this study, we focused on the CDK4/6i palbociclib as it has been approved for a more extended period and is more frequently used in clinical practice. Nonetheless, we have previously demonstrated cross-resistance with ribociclib and abemaciclib in these cell models (37). Selpercatinib is approved for clinical use in patients with NSCLC, PTC, and MTC with *RET*-activating fusions or mutations. We examined our CDK4/6i- and fulvestrant-resistant cell lines for *RET* fusions using RNA-sequencing and *RET* mutations with panel NGS, but none were found. Since the drug has also shown efficacy on *RET*-wildtype tumors, it may also be useful in patients with RET overexpressing cancers. Indeed, our data support the addition of RETi to CDK4/6i and/or endocrine therapy as a therapeutic strategy following resistance to combined CDK4/6i and endocrine therapy in ER+ breast tumors exhibiting RET overexpression. Although previous studies have shown that the addition of the RETi pralsetinib to CDK4/6i further suppressed the growth of breast cancer cells with active *ESR1* fusions resistant to endocrine therapy compared to CDK4/6i alone (51), our study is the first, to our knowledge, to suggest an association between RET overexpression and resistance to combined CDK4/6i and endocrine therapy in ER+ breast cancer.

Previous studies have shown that RET induces estrogen-independent ERα phosphorylation and expression of ER target genes in ER+ breast cancer cells (17, 52). Overexpression of RET or its ligand GDNF has been associated with resistance to ER-targeted treatment (tamoxifen) through activation of the RAS/RAF/MEK/ERK or the mTOR/P70S6K pathways. This is consistent with our finding that RET induces growth and proliferation during combined CDK4/6i and endocrine therapy, though we have not evaluated alterations of PI3K and ERK as these pathways were not significantly altered following *RET* knockdown in cells resistant to combined CDK4/6i and fulvestrant. Importantly, we showed that *RET* is significantly overexpressed in CDK4/6i- and endocrine therapy-resistant compared to single endocrine therapy-resistant cells by global gene expression analysis and RNA sequencing, indicating that the observed *RET* upregulation is not a result of endocrine treatment alone. We further found that *RET* silencing using *RET*-specific siRNAs significantly inhibited the growth of MCF7-derived ER+ breast cancer cells resistant to combined CDK4/6i and endocrine therapy (MPF-R) but not of T47D-derived double-resistant cell line (TPF-R). Although TPF-R showed increased RET expression compared to the sensitive parental T-S cell line, the amount of RET was significantly lower than in MPF-R, both at mRNA and protein levels. The difference in the effect of *RET* silencing in the growth of the two CDK4/6i and endocrine therapy-resistant cell lines MPF-R and TPF-R might be due to different levels of activation of the PI3K/AKT/mTOR and RAS/RAF/MEK/ERK pathways in MCF-7 and T47D parental cells. Indeed, increased AKT and ERK activation has been observed in the MCF7-derived fulvestrant-resistant cell line (MF-R) due to its reliance on HER2 receptors for growth compared to the sensitive parental cell line, but this was not observed in the T47D-derived fulvestrant-resistant cell line (TF-R) (53–55). Since RET activates the RAS/MAPK and PI3K/AKT pathways in breast cancer cell lines, this might suggest that cell lines less dependent on these growth pathways will likely respond less to RET inhibition. Notably, RET inhibition with the approved inhibitor selpercatinib combined with CDK4/6i significantly impaired the growth of both MPF-R and TPF-R cell models, which suggests that additional or alternative growth pathways are impaired with RET-selective inhibitor compared to gene silencing. Furthermore, we observed that adding RETi was required to resensitize CDK4/6i-resistant patient-derived organoids. These data concur with a recent phase Ib/II clinical study of lenvatinib, a multikinase inhibitor with potent activity against RET, in patients with ER+ advanced breast cancer, which showed efficacy after progression on prior endocrine therapy with or without CDK4/6 inhibitor therapy (56).

Mechanistically, RET inhibition with selpercatinib was associated with a significant decrease in the activation of pathways involved in both the G1-S and G2-M phase transition of the cell cycle. This indicates that RET plays a role in multiple phases of the cell cycle, which has not been reported previously. Earlier studies have shown that RET upregulates the transcription of cyclin D1, leading to cell cycle progression at the G1-S phase and tamoxifen resistance, an effect blocked by the addition of a CDK4/6i (57). In our study, we observed that treatment with the RETi selpercatinib caused a marked decrease in cyclin D1, which regulates G1-S phase progression, and cyclin B1, which regulates the early stages of the M-phase of the cell cycle. Together, this suggests blockade of both early and late cell cycle phase progression by RET inhibition. RETi-induced downregulation of the cyclin D1-CDK4/6-Rb axis may lead to sustained hypophosphorylation of Rb, increasing its susceptibility to proteasome-mediated degradation (58). Although we have not investigated the mechanism driving the increased expression of RET in our cell models of resistance to combined CDK4/6i and endocrine therapy, we hypothesize that overexpression of cyclin D1 observed in the resistant cells (59) may promote the transcription of ER-mediated genes, such as *RET*. While we cannot exclude that the growth reduction observed in cells resistant to combined CDK4/6i and fulvestrant may be due to a general anti-proliferative effect of RET inhibition, we believe that the elevated levels of RET and its involvement in regulating both early and late cell cycle phase progression in these resistant cells indicate a more specific function related to CDK4/6i resistance. Finally, we show that high mRNA levels of *RET* significantly correlated with shorter OS and RFS in patients with primary ER+ breast cancer who received any type of endocrine therapy. These findings concur with other studies showing increased RET expression in primary ER+ breast cancer following adjuvant endocrine therapy and with the observation that RET plays a role in resistance to endocrine therapy (16, 17, 52). Indeed, we observed increased levels of RET in cells resistant to fulvestrant alone, but we showed further upregulation of RET following treatment with combined CDK4/6i and endocrine therapy compared to single endocrine therapy. Although we observed a shorter median survival to combined CDK4/6i and endocrine therapy in patients with RET-positive compared to RET-negative tumors, there was no significant correlation between RET protein expression and PFS in this patient cohort. These findings suggest that, although RET overexpression may be involved in the resistance mechanisms to combined CDK4/6i and endocrine therapy, it is likely not a robust biomarker of response to this treatment in metastatic samples obtained prior to treatment initiation. Future studies with larger clinical cohorts should address this. Importantly, the lack of association between RET level before treatment and PFS does not diminish the potential role of RET in the mechanisms of resistance to combined CDK4/6i and endocrine therapy, as supported by data from three ER+ cell models and a patient-derived organoid model resistant to CDK4/6i. Nevertheless, we underscore the preliminary nature of our findings and the need for further validation in additional clinical samples and patient-derived xenograft models.

## Conclusions

RET overexpression appears to contribute to resistance to combined CDK4/6i and endocrine therapy in ER+ breast cancer by promoting cell cycle progression at the mitotic phase. RET inhibition could be a potential treatment strategy for patients who develop resistance to combined CDK4/6i and endocrine therapy and with tumors exhibiting high RET expression.

## Data Availability

The generated gene expression and RNAseq data are available in the gene expression omnibus (GEO) database (GSE228637 and GSE268699). Data on survival analyses and immunohistochemical stainings are not publicly available to ensure patient privacy, but will be provided to authorized researchers with an approved Institutional Review Board application and approval from the Regional Committee on Health Research Ethics for Southern Denmark. For data access, please contact the corresponding author. All other datasets generated during the study will be available upon reasonable request to the corresponding author, Carla L. Alves, email address: . Uncropped Western blots are included in the **Supplementary Material**.

## Glossary

AI: Aromatase Inhibitor
ANOVA: Analysis of variance
CDK4/6: Cyclin-dependent kinase 4 and 6
CDK4/6i: CDK4/6 inhibitor
DMEM/F-12: Dulbecco’s Modified Eagle Medium
DMSO: Dimethyl sulfoxide
EMA: European Medicines Agency
ER: Estrogen Receptor
ER+: Estrogen Receptor positive
ERK: Extracellular regulated kinase
ESR1: Gene encoding estrogen receptor
FBS: Fetal bovine serum
FDA: Food and Drug Administration
FDR: False discovery rate
FFPE: Formalin fixed paraffin embedded
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GDNF: Glial cell line-derived neurotrophic factor
GFL: GDNF family of ligands
GFRα1-4: GDNF receptor 1-4
GSEA: Gene set enrichment analysis
HER2: Human epidermal growth receptor 2
HRP: Horseradish peroxidase
IHC: Immunohistochemistry
JAK: Janus Kinase
MAPK: Mitogen-activated protein kinase
MEK/MAPKK: Mitogen-activated protein kinase kinase
MTC: Medullary thyroid cancer
mTOR: Mammalian target of rapamycin
NGS: Next-generation sequencing
NSCLC: Non-small cell lung cancer
OS: Overall survival
PFS: Progression-Free Survival
PI3K: Phosphatidylinositol 3-kinase
PIK3CA: Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha
PTC: Papillary thyroid carcinoma
PUM1: Pumilio RNA Binding Family Member 1
PVDF: Polyvinylidene fluoride
Rb: Retinoblastoma
RET: Rearranged during transfection
RFS: Relapse-free survival
RPMI: Roswell Park Memorial Institute Medium
RT-qPCR: Quantitative real-time polymerase chain reaction
SDS-PAGE: Sodium dodecyl sulfate-polyacrylamide gel electrophoresis
SERD: Selective estrogen receptor degrader
siRNA: Small interfering RNA
STAT: Signal transducer and activator of transcription

# Supplementary material for: RET inhibition overcomes resistance to combined CDK4/6 inhibitor and endocrine therapy in ER+ breast cancer
**Source:** Front Oncol. 2025 Jan 27;14:1497093. doi: 10.3389/fonc.2024.1497093
**Supplement:** Supplementary file 2

**Supplementary Table S2**. Multivariate analysis of RFS and OS according to *MKI67*, *ESR1* and *RET* expression in ER+/HER2- breast tumors treated with endocrine therapy.

| **Variable** | **RFS HR (95% CI)** | ^1^ **RFS *p*** | **OS HR (95% CI)** | ^1^ **OS *p*** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *MKI67* | 1.52 (1.17 - 1.98) | 0.0017** | 1.14 (0.54 - 2.43) | 0.730 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| *ESR1* | 0.75 (0.33 – 1.72) | 0.5 | 2813933.01 (0 - inf) | 0.997 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| *RET* | 1.34 (1.02 – 1.74) | 0.0339* | 1.89 (0.97 – 3.66) | 0.061 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

^1^ RFS: Relapse-free survival; OS: Overall survival. * p ≤ 0.05 and ** p ≤ 0.01

**Supplementary Figures**

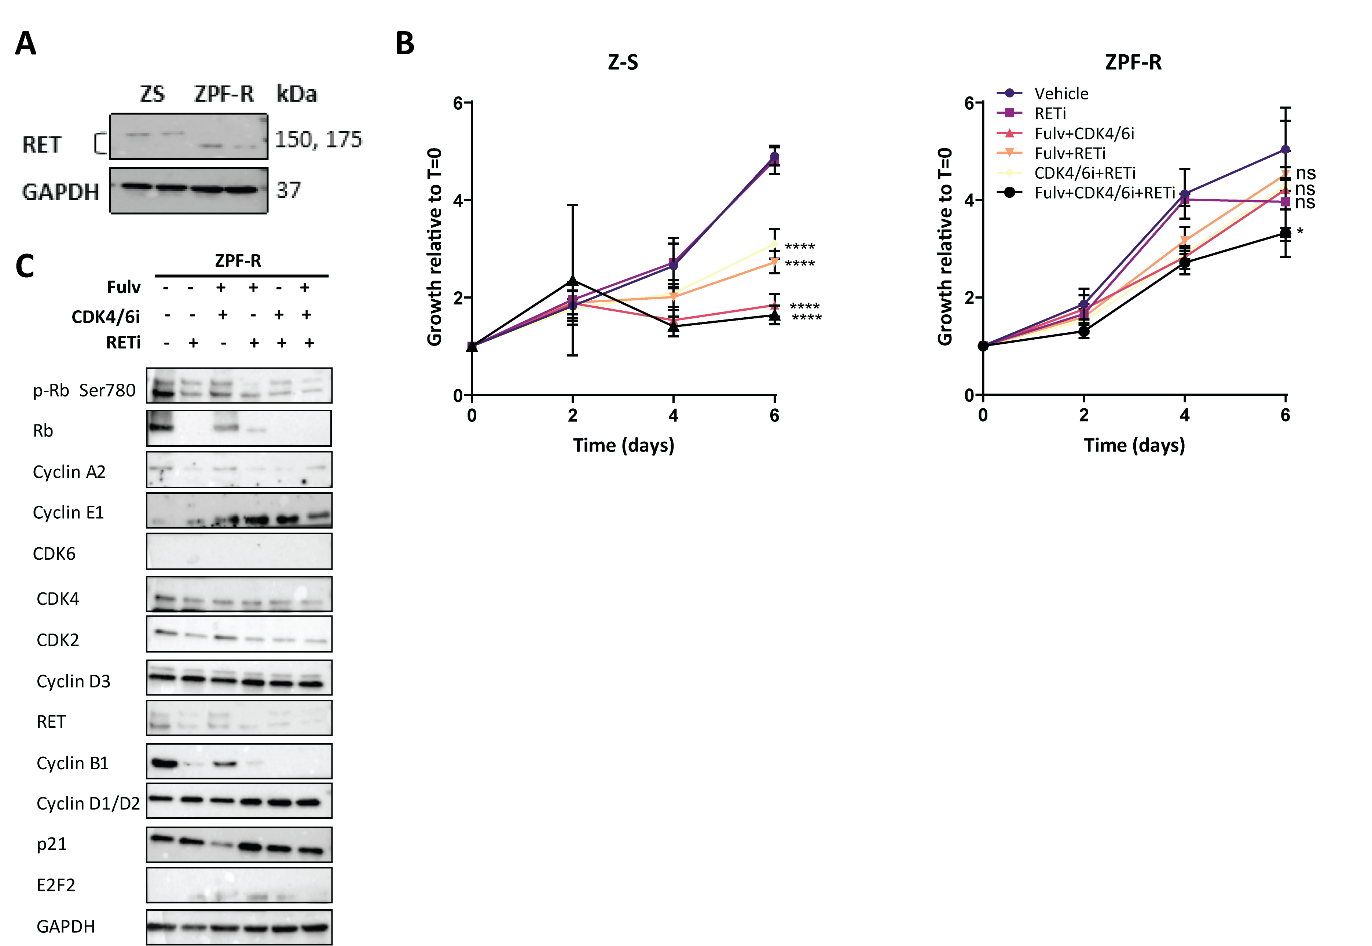

**Supplementary Figure S1. RETi inhibits growth of combined CDK4/6i- and fulvestrant-resistant ER+ breast cancer cells. A)** Western blotting analysis of RET expression in lysates from Z-S and ZPF-R cells. GAPDH was used as loading control. **B)** Cell growth over six days in the presence of fulvestrant (100nM), CDK4/6i (200 nM) and RETi (5µM) alone or different combinations analyzed by crystal violet assay. **C)** Western blotting of cell cycle regulators in ZPF-R cells treated with RETi alone or combined with CDK4/6i and/or fulvestrant. GAPDH was used as loading control.

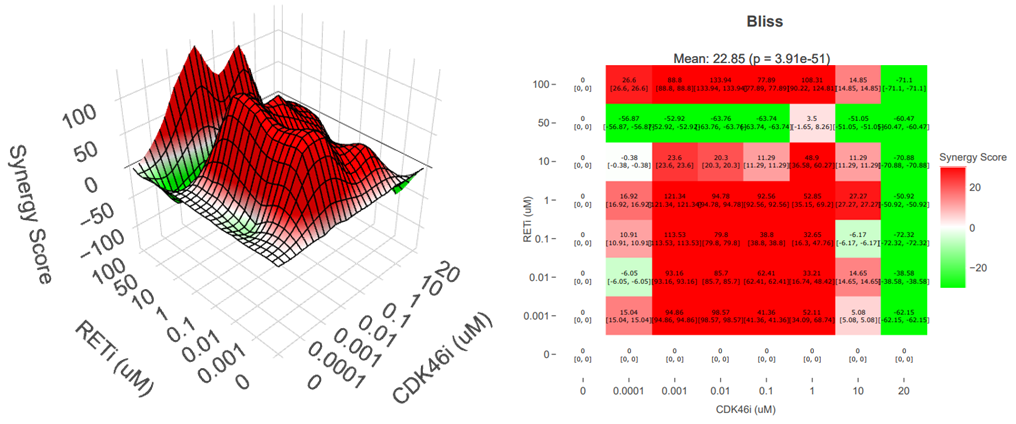

**Supplementary Figure S2. CDK4/6i and RETi exhibit synergistic effects in patient-derived organoids resistant to CDK4/6i**. Organoids were seeded in 96-well plates at a concentration of 200 organoids/µL in Cultrex (50 µL/well), followed by treatment with serially diluted CDK4/6i palbociclib or RETi selpercatinib alone, or in combination, at different concentrations for 7 days. Cell viability was evaluated with RealTime-Glo™ MT cell viability assay and Bliss synergy score was calculated using SynergyFinder.

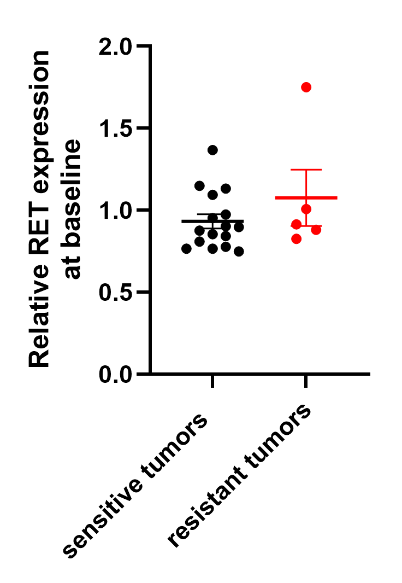

**Supplementary Figure S3. RET expression is increased in baseline samples from resistant- compared sensitive-CDK4/6i patients in the neoadjuvant NeoPalAna trial.** Relative expression of *RET* in baseline samples from primary breast cancer patients enrolled in the NeoPalAna trial. Data representing mean ± SEM of relative microarray reads are shown.

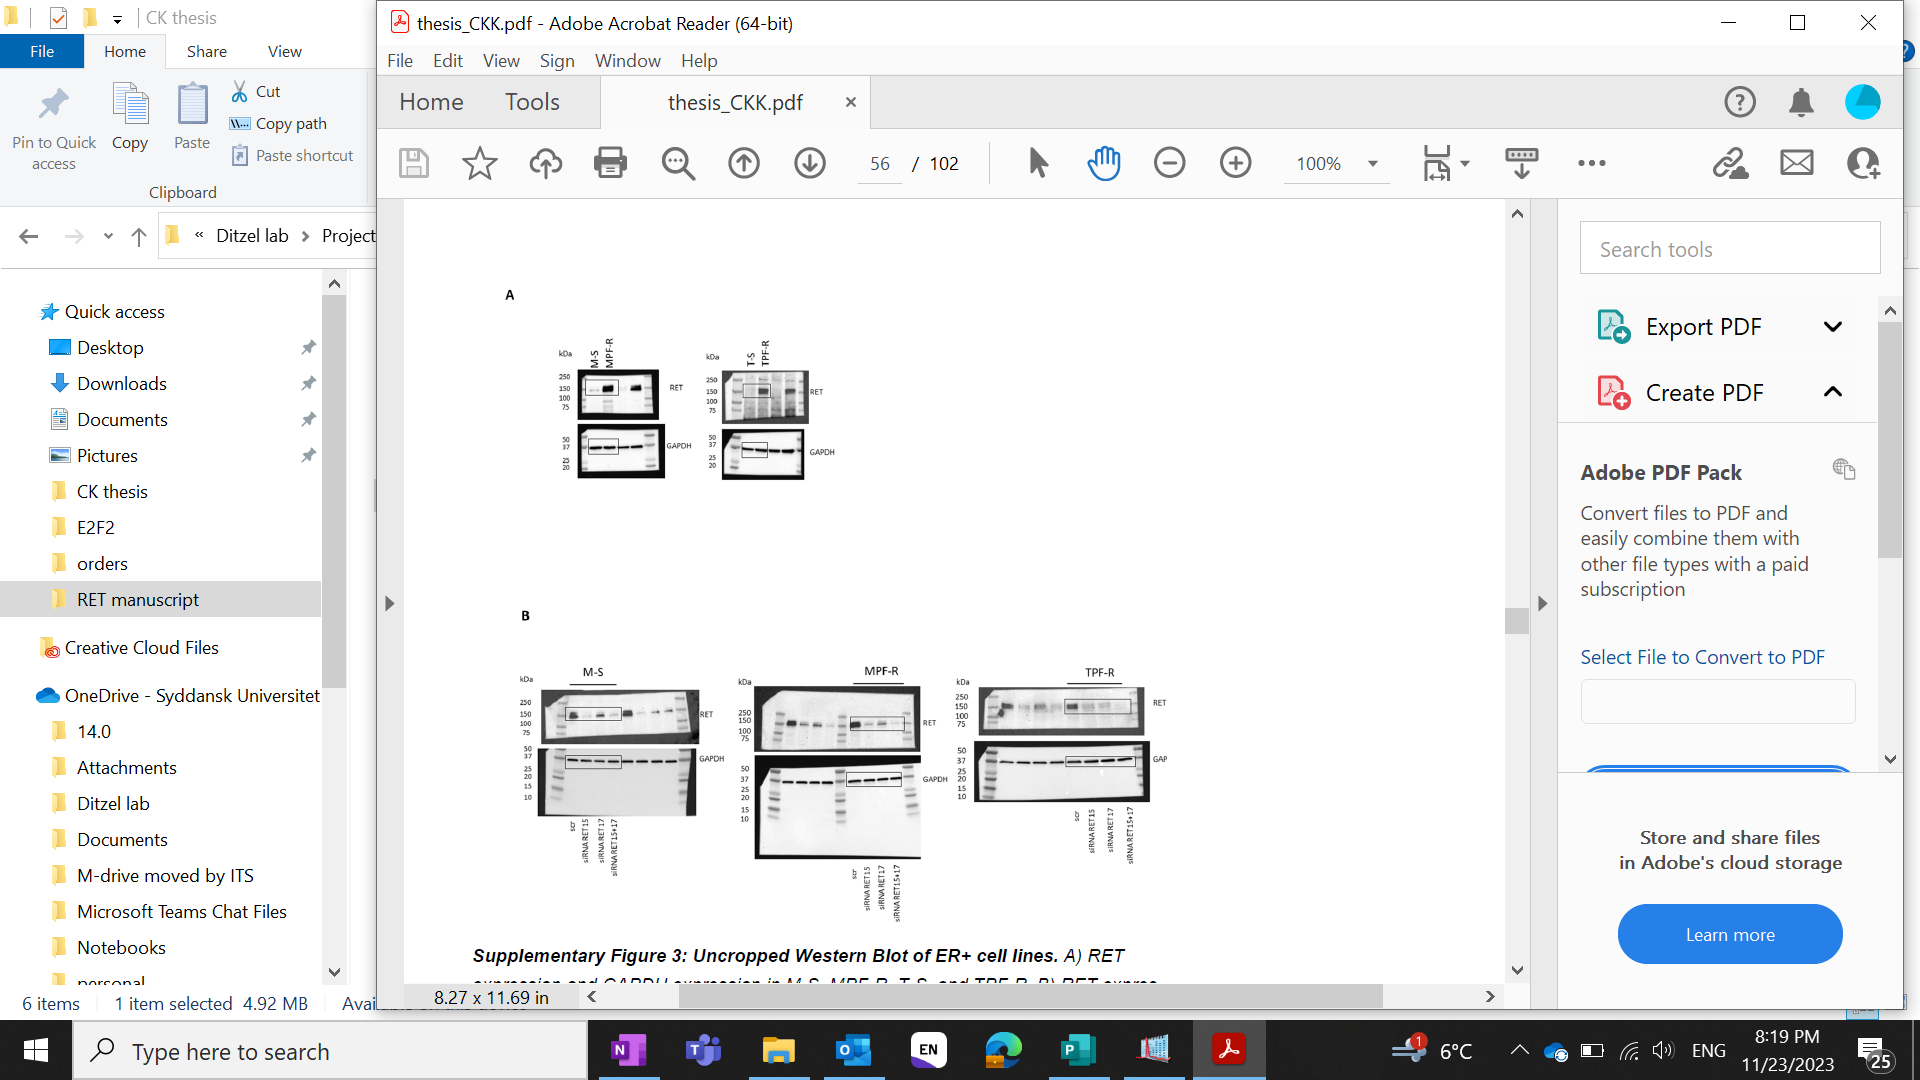
**Supplementary Figure S4. Uncropped Western blots of ER+ cell lines.** A) RET expression and GAPDH expression in M-S, MPF-R, T-S, and TPF-R. 10 µ and 50 µg of total protein of M-S/MPF-R and T-S/TPF-R, respectively, were loaded. B) RET expression following silencing of RET in M-S, MPF-R and TPF-R. siRNAs: scr: unspecific control siRNA, RET15 and RET17: RET-specific siRNAs.

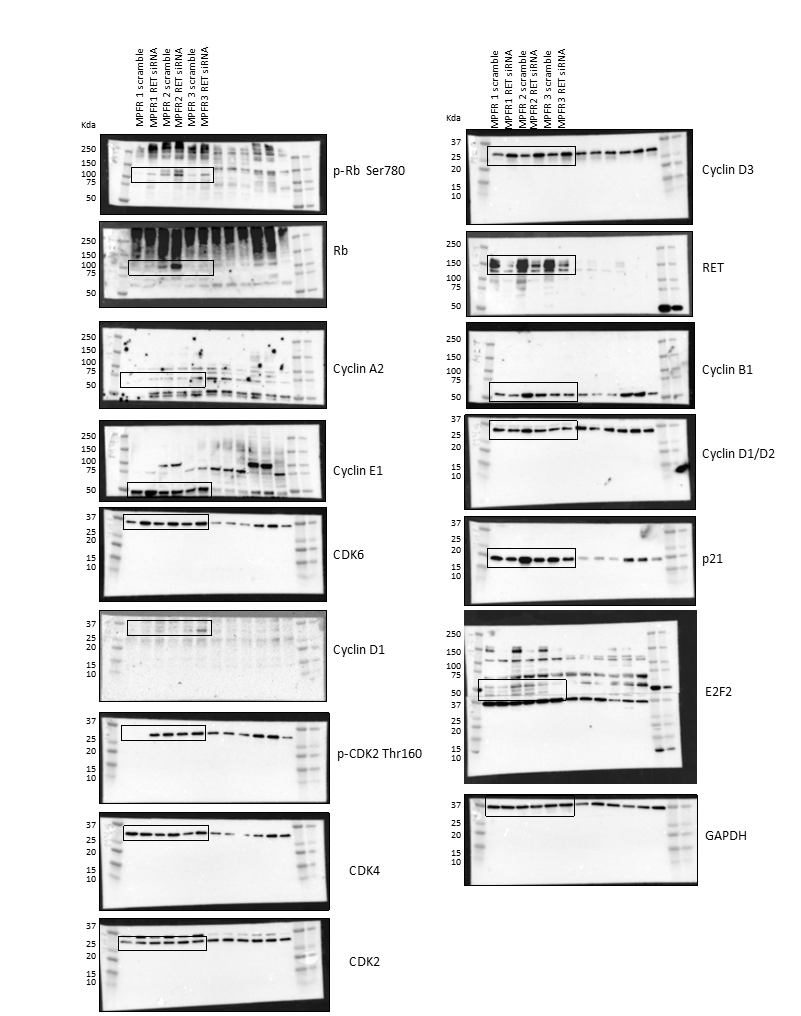

**Supplementary Figure S5: Uncropped Western blots of MPF-R cell lines treated with control (scramble) or *RET*-siRNA (pool of RET15 and RET17 siRNAs).** Expression of cell cycle regulators following silencing of *RET* in three biological replicates of MPF-R cells compared to controls.

How the deposited data were processed for this re-analysis (not part of the article)

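The data are RNA sequencing of 18 libraries from 6 cell lines, 3 libraries each: M-S, MF-R and MPF-R cells derived from MCF-7, and T-S, TF-R and TPF-R cells derived from T47D. The paper states that the RNA of each cell line came from 3 independent experiments. Libraries were matched to cell lines by the column names of the deposited table and the sample titles, and no sample column was left unused. The M-S samples carry other numbers in their descriptions (4 to 6) than in their titles (1 to 3), which does not change their cell line.

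The authors selected poly(A) RNA, prepared libraries with an NEBNext Ultra II kit, sequenced them on an Illumina NovaSeq instrument, trimmed reads with FASTX, aligned them to hg38 with STAR at default parameters, counted reads in the exons of each RefSeq gene with iRNA-seq and tested differences with DESeq2. The versions are not given in the sources used here. The deposited table holds TPM for 15797 genes, of which 2 are at 0 in each library and 4 rows share a symbol with another row, together with exon lengths. It also holds log2 fold changes and adjusted p values, which the authors made with DESeq2 from their read counts before the deposit. TPM sums were 999613 to 999962 per library. TPM times exon length, divided by the library's step, gave whole numbers for 100% of values of 1 to 1000 reads within a tolerance of 0.05, which gives the reads per gene. They sum to 15860763 to 41557366 reads per library, with a median of 27220994. Start positions in the table count from 0, so 1 was added. A gene symbol stored as a date by spreadsheet software was left as found.

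TPM were transformed to log2(TPM + 1), and genes with at least 1 TPM in at least 3 libraries were kept. The plan made before the data were examined had assumed read counts first and named limma on the log scale for normalized values, which applied here. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) was fitted to the 9 libraries of each model, and to all 18 libraries for the difference between the models and for MPF-R vs. TPF-R cells. Genes passed the threshold at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds the paper states. RET as the gene of the claim was tested at an adjusted p under 0.05. Values of single genes were compared by two-sided exact permutation tests, whose smallest p for 3 against 3 libraries is 0.1. Gene lists were tested with limma camera at a preset correlation of 0.01, again with an estimated correlation, and with limma fry. The lists, 34 in number, were written before the data were examined. They were adjusted together in each comparison. The genes named in the text are the 10 largest rises and 10 largest falls among genes past the threshold, at 5 TPM or more in 1 of the groups and changed the same way in each library, the 10 largest changes shared by both models, the genes the paper names and the members of the lists past the threshold with the largest changes.

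Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutation tests and figures, and GENCODE 44 for the GC content of 14881 genes (94.2%). The procedure was tested on simulated data with 50 genes changed at each of 4 sizes. Past both thresholds were 38% of genes changed 2-fold in a simulation of MPF-R vs. MF-R and 42% in one of TPF-R vs. TF-R cells, as a true change of 2 lies on the threshold, and 100% of those changed 3-, 4- and 8-fold. Of the unchanged genes, 2 and 0 passed. The simulated reads had the same dispersion of 0.01 for each gene and no trend with GC content. The changed genes were drawn from genes well above the minimum of 1 TPM. The simulation therefore does not cover genes at low TPM or the GC trends of the libraries, the TPF-R libraries among them. Replicates were checked for copies: the chi-square per degree of freedom between libraries of 1 cell line was 5.0 to 96.2, above the value of 1 that counting noise alone gives. The replicate numbers were checked for pairing of libraries across cell lines. Correlations of libraries with the same number were -0.48 to 0.39 and no comparison showed pairs, so libraries were treated as unpaired.

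The alternatives tried were a pseudocount of 0.1, no filter and a stricter filter of 1 CPM, median-ratio rescaling, 1 fit of all 18 libraries, a fit of only the compared cell lines, the replicate number as a block, no fold threshold, and leaving out each library in turn. Added after the data were seen were limma treat, limma voom on the recovered reads and removal of the trend with GC content. Experiments of the paper without deposited data here (qPCR, Western blots, growth assays, organoids, and tumor samples) were left out, as were the search for fusion transcripts, which needs the reads, and Hallmark gene sets, which were not available.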

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

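The tests of the region around RET, of the order of genes along the chromosomes and of T47D RNA in M-S libraries were chosen after the results were seen, as were the genes named for them, while the tests with other splits of the libraries were chosen before, and removal of the trend with GC content and limma voom were added after the data were seen.

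Between the models, the log2 fold change of RET in combined-resistant vs. fulvestrant-resistant cells differed by -0.517 on the log2 scale (adjusted p = 0.012, limma; -0.63 to -0.45 with any 1 library left out). The change differed between the models for 1301 genes in all. Of 100 splits of the libraries within each model, 1 gave as many, the real one, and the highest of the others gave 982. Other labels of the libraries thus gave fewer genes. Such splits also break up the change within each model, so they cannot show that the models differ from each other. With median-ratio rescaling 448 genes were more positive in the MCF-7 model and 777 in the T47D model, against 714 and 587 without it, as the median of all genes moved from 0.121 to -0.018, and the numbers were 426 and 608 without TPF-R replicate 1, 1094 and 589 without TPF-R replicate 3, and 342 and 765 with the trend with GC content removed. Among type I interferon genes the difference passed the threshold for 32, each more positive in the T47D model, with a median difference of -1.30 over the list.

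GFRA1, the co-receptor of GDNF, was at 82.2 TPM in M-S cells and had no read in any MF-R or MPF-R library, a result the paper does not report.

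The genes within 5 Mb of RET were higher in MPF-R than in MF-R cells, with a median log2 fold change of 0.398 over 10 genes. Their median was 0.65 of the change of RET, and 0.4 with the trend with GC content removed, below the bound of 0.5 set for a change shared by the region, such as a gain of copies, and above that of 0.25 set against it, while HNRNPF (-0.02, standard error 0.037), TIMM23 (0.05) and BMS1 (-0.09) did not share it. The median itself was then 0.259, between the bounds set for GC content as a cause and against it, so that GC content and a regional change cannot be told apart for these genes. The median of the neighbors was -0.23 of the change of RET in TPF-R compared with TF-R cells (-0.06 with the trend with GC content removed, -0.11 with rescaling and -0.08 with limma voom), -0.07 in MPF-R and -0.7 in MF-R compared with M-S cells (-0.24 and -1.44 with the GC trend removed) and -1.69 in TF-R compared with T-S cells (-1.2), which argues against a regional change as the source of the RET difference in these 4 comparisons. In TPF-R compared with T-S cells 16 of 19 neighbors were higher with a median 0.64 of the change of RET, so a regional change stays open there. However, 17 of 18 neighbors were also higher in TF-R than in T-S cells (median 0.783), where RET was lower (-0.464). With the GC trend removed these were 14 of 18 and 0.673. A higher level of the region thus did not go with higher RET in each line of that model. Regulation of RET itself by the treatment was not tested in either model.

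Neighboring genes moved together along chromosomes in MPF-R compared with MF-R cells, with a median log2 change, after subtraction of the median of all genes, of at least 0.4 in size in 16 of 285 windows of 10 Mb. On chromosome 7 from 120 to 160 Mb, 104 of 111 genes were lower (median -0.55), on chromosome 15 from 70 Mb, 115 of 126 (-0.49), and on chromosome 11 from 120 to 140 Mb, 2 of 43 (0.43). With the trend with GC content removed 17 windows were at that level, which argues against GC content, and the highest of 1000 shuffles of gene positions gave 2, which argues against chance order. In TPF-R compared with TF-R cells 9 of 282 windows were at that level, 9 with the GC trend removed and at most 2 in a shuffle. A candidate explanation is a difference in chromosome copies between the lines, for which no DNA data were available, and no biological explanation was tested.

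CDKN2A was at 1.98 TPM in M-S cells (20 to 39 reads per library) and CDKN2B at 0.775 ± 0.154 TPM, while both were listed at 0 in each MF-R and MPF-R library, and MTAP, their neighbor, was at 2.38 ± 0.0986 TPM in M-S and 0.857 ± 0.177 and 0.827 ± 0.309 TPM in MF-R and MPF-R cells. These genes of the short arm of chromosome 9 are known to be deleted in MCF-7 cells, and T-S cells had 125 ± 13.4 TPM of CDKN2A. RNA from T47D cells at a share of 1.58% of the M-S libraries could give the CDKN2A level. However, 10 of 18 genes that are abundant in T-S cells and near 0 in the resistant MCF-7 lines were in M-S cells at under 0.1 of that share, such as CDC20B (527.2 TPM in T-S and 0.0156 in M-S cells) and PEG10 (528.5 and 0.0437 TPM), which argues against T47D RNA. RNA from other cells, a subset of M-S cells that kept the region and other sources stay open, and no biological explanation was tested.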

How the results depend on the processing

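limma treat, limma voom and removal of the trend with GC content were chosen after the data were seen, and all other alternatives before. RET kept its direction and an adjusted p under 0.05 in each comparison under each alternative it was run under, and limma treat was run for the gene counts alone. Its log2 fold change was 0.50 to 0.68 in MPF-R vs. MF-R and 1.07 to 1.21 in TPF-R vs. TF-R cells with any 1 library left out, and in MF-R vs. M-S cells 0.38 with median-ratio rescaling. A pseudocount of 0.1, which gives genes at low TPM larger fold changes, raised the genes changed to 749 in MPF-R vs. MF-R and 685 in TPF-R vs. TF-R cells and the genes shared by both models to 46, and limma voom, which also changes scaling and weights, to 757, 739 and 55. Without the fold threshold, the level at which RET was tested, the counts were 6644 and 4127. They were 9826 in MPF-R vs. M-S, 8948 in TPF-R vs. T-S, 9669 in MF-R vs. M-S and 8634 in TF-R vs. T-S cells. With limma treat, which tests against the fold itself, they were 131, 66, 1949, 1838, 1860 and 1685 in the same order. With any 1 library left out they were 447 to 490, 376 to 507, 3029 to 3113, 3169 to 3336, 2901 to 2933 and 2941 to 3064, the genes whose change differs between models 1034 to 1683, the shared genes 21 to 26 and the lists past the threshold 12 to 13 and 11 to 12. With the replicate number as a block they were 469, 401, 3042, 3229, 2915 and 2970, with 1303 genes for the difference between models and 22 shared. Median-ratio rescaling moved the median of all genes from 0.163 to -0.001 in MF-R vs. M-S and from 0.193 to 0.006 in MPF-R vs. M-S cells, where 1531 genes were then higher and 1268 lower, and 1566 and 1337. With the trend with GC content removed the 6 counts were 439, 434, 2839, 3156, 2740 and 2937, and 1107 for the difference. Of 22 calls of lists in camera, 11 in each comparison, 0 stayed in MPF-R vs. MF-R and 0 in TPF-R vs. TF-R cells with an estimated correlation, and fry, which does not compare a list with other genes, kept 20 and called 22 and 15 among all lists tested. E2F targets in TPF-R vs. TF-R cells had an adjusted p of 0.21 without TF-R replicate 1, 0.076 without TPF-R replicate 3 and 0.076 in fry, G2-M genes 0.1 in fry, and basal markers 0.066 with the trend with GC content removed. Of 194 results for named genes, 12 lost the threshold with the trend with GC content removed, 9 with rescaling and 5 with voom, and 32 of the results with 1 library left out did. No direction was reversed. Of the 10 splits of the 6 libraries of a comparison, the real one gave 469, 400, 3042, 3230, 2916 and 2970 genes and the highest of the others 0 in each, and 10 splits are too few for a share under 0.05. For the 22 shared genes, 1 of 100 splits gave as many and the highest of the others was 0, which decides nothing, as the others were bound to share 0 genes where a comparison called 0. DESeq2, RLE and glmTreat, planned for deposited read counts, were not run, and the recovered reads were used for limma voom alone. Genes under 1 TPM, GDNF among them, were too shallow for the test.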

Differences from the paper's values

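For MPF-R vs. MF-R cells the paper gives 1103 changed genes, 523 upregulated and 580 downregulated, and the values here are 469, 203 and 266. The thresholds have the same numbers but not the same scale. Here they apply to differences of log2(TPM + 1), which are smaller for genes at low TPM, and in the paper to fold changes from DESeq2. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 749 in all and 427 lower, within 1.5 times of the paper's, and 322 higher, which was not. No other alternative set before the data were examined came within 1.5 times of any of the 3 values.

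For TPF-R vs. TF-R cells the paper gives 1041 changed genes, 600 upregulated and 441 downregulated, and the values here are 400, 271 and 129. A pseudocount of 0.1, set before the data were examined, gave 424 higher, within 1.5 times of the paper's, and 685 in all and 261 lower, which were not, and none of the other alternatives set before did for any of the 3. limma voom on the recovered reads, chosen after seeing the values, gave 757 (322 higher and 435 lower) and 739 (554 higher and 185 lower). The authors' deposited table at the same thresholds holds 983 genes (403 higher and 580 lower) for MPF-R vs. MF-R and 918 (700 higher and 218 lower) for TPF-R vs. TF-R cells, which are the authors' values.

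The paper states that GDNF did not differ between resistant and sensitive cells. Here GDNF was at 0.354 TPM in MPF-R and 0.0539 TPM in M-S cells, and at 0.106 and 0.0241 TPM in TPF-R and T-S cells, with each resistant library above each sensitive one, at a depth of 0 to 17 reads. The paper states that RET is elevated in fulvestrant-resistant compared with sensitive cells, at the protein level, and here RET RNA was higher in MF-R than in M-S cells (log2 fold change 0.56) and lower in TF-R than in T-S cells (-0.46, adjusted p = 0.0066, limma). The RNA values that the paper plots go the same way, read as 2.0 TPM in T-S and 1.2 TPM in TF-R cells. So does the authors' deposited log2 fold change for TF-R vs. T-S cells (-0.8, adjusted p = 2.4e-05, DESeq2). The difference is thus between protein and RNA. The paper places RET lower in its estrogen response lists than the positions of 27 and 11 found here by log2 fold change among the genes of Fig. 1C, and it names no measure for the rank. The paper puts RET near the top of the genes common to both lists in each model. Here RET stood at position 6 of 10 by log2 fold change in MPF-R vs. MF-R cells. It stood at 8 with a pseudocount of 0.1 and without MPF-R replicate 2, and at 9 with limma voom. Without MF-R replicate 1, MF-R replicate 2, MPF-R replicate 1 and MPF-R replicate 3 it stood at 5, 5, 5 and 4. In TPF-R vs. TF-R cells it stood at 4, and at 6 with a pseudocount of 0.1 and with limma voom. By adjusted p, a measure chosen after seeing the values, it stood at 2 and 3, and as low as 4 in each comparison in other fits. RET was higher in the combined-resistant cells than in both other cell lines of each model here, as the paper states.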

Other observations

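No tests here were chosen after the result was seen, while IGF1R, IFI6, RRM2, E2F7 and AR were picked as examples after their values were seen. More genes differed between fulvestrant-resistant and sensitive cells, 2916 in MF-R vs. M-S and 2970 in TF-R vs. T-S cells, than between combined-resistant and fulvestrant-resistant cells. Estrogen response genes fell in both models. In MF-R cells 55 of 89 fell and 6 rose (55 and 6 when adjusted over the list alone; list adjusted p = 7.8e-17, limma camera; adjusted p = 0.049 with an estimated correlation), and in TF-R cells 56 of 87 fell and 9 rose (56 and 9 when adjusted over the list alone; adjusted p = 2.2e-13; adjusted p = 0.14 with an estimated correlation). The ER target genes GREB1 and TFF1 fell from 290.1 ± 28.7 to 3.13 ± 0.478 and from 11430.0 ± 370.1 to 558 ± 32.9 TPM (SD, n = 3) in the MCF-7 model. In the T47D model GREB1 fell from 263 ± 16.6 to 1.46 ± 0.272 TPM, and TFF1 was at 613 ± 54.6 TPM in T-S cells and listed at 0 in each TF-R library. AREG, an EGFR ligand, fell from 529.8 ± 18.4 to 0.0904 ± 0.0783 TPM and IGF1R, the IGF-1 receptor, from 156 ± 15.3 to 0.416 ± 0.0344 TPM in the MCF-7 model. ESR1, which encodes ER alpha, went from 234.5 ± 11.4 to 118 ± 3.43 TPM in MF-R and fell from 121 ± 10.9 to 7.7 ± 0.154 TPM in TF-R cells, and PGR, the progesterone receptor gene, was at 48 ± 2.9 in M-S and 429 ± 66.6 TPM in T-S cells and had 0, 0 and 2 reads in the MF-R libraries and 0 in each TF-R library.

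Interferon response genes rose in both fulvestrant-resistant lines, 35 of 48 in MF-R (none fell; the same when adjusted over the list alone; adjusted p = 3.3e-08, limma camera; adjusted p = 0.31 with an estimated correlation) and 42 of 53 in TF-R cells, where 1 fell (the same when adjusted over the list alone; adjusted p = 1.5e-09; adjusted p = 0.55 with an estimated correlation), with IFI6 rising from 62.2 ± 20.1 to 1369 ± 522.5 TPM. Of 60 DNA replication and E2F target genes, 45 rose and none fell in MF-R cells (the same when adjusted over the list alone; adjusted p = 9.9e-14; adjusted p = 0.29 with an estimated correlation), and 11 fell and none rose in TF-R cells (the same when adjusted over the list alone; adjusted p = 1.1e-08; adjusted p = 0.55 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, rose from 23.8 ± 1.68 to 287 ± 6.36 TPM in MF-R cells, and E2F7, a repressor of E2F targets, fell from 44.5 ± 4.97 to 12.2 ± 0.854 TPM in TF-R cells. The difference between the models was not tested for these 2 comparisons. Among interferon genes in combined-resistant compared with sensitive cells, 19 of 48 rose and 4 fell in MPF-R, and 46 of 53 rose and 1 fell in TPF-R cells. In MF-R cells 18 of 25 genes of the amino acid stress response fell and none rose (the same when adjusted over the list alone; adjusted p = 4e-13; adjusted p = 0.049 with an estimated correlation), with PSAT1, an enzyme of serine synthesis, falling from 80.6 ± 2.32 to 0.085 ± 0.0794 TPM. In TF-R cells 13 of 26 androgen response genes rose and 2 fell (the same when adjusted over the list alone; adjusted p = 0.0027; adjusted p = 0.55 with an estimated correlation), with AR, the androgen receptor gene, rising from 16.1 ± 1.39 to 233 ± 8.55 TPM.

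Replication-dependent histone genes, whose transcripts mostly lack poly(A) tails, rose in part in both combined-resistant lines over the fulvestrant-resistant ones, 3 of 15 in MPF-R (3 and none lower when adjusted over the list alone; adjusted p = 0.00027, limma camera; adjusted p = 0.13 with an estimated correlation) and 3 of 15 in TPF-R cells (3 and none lower when adjusted over the list alone; adjusted p = 5.6e-06; adjusted p = 0.16 with an estimated correlation). Of the markers of endothelial cells, fibroblasts and leukocytes, 4, 1 and 1 were expressed enough to be tested in the MCF-7 model and 4, 2 and 2 in the T47D model, and none passed the threshold in MPF-R vs. MF-R or TPF-R vs. TF-R cells (limma), where 1 endothelial and 1 leukocyte gene in the MCF-7 model were higher and 1 fibroblast gene lower at an adjusted p under 0.05, and in the T47D model 1 endothelial gene was higher and 1 endothelial and 1 fibroblast gene lower.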
